# Gene expression profile analysis of the rabbit retinal vein occlusion model

**DOI:** 10.1371/journal.pone.0236928

**Published:** 2020-07-31

**Authors:** Takuma Neo, Makoto Gozawa, Yoshihiro Takamura, Masaru Inatani, Masaya Oki

## Abstract

The rabbit retinal vein occlusion (RVO) model is an experimental system that mimics retinal ischemic diseases in humans. The rabbit RVO model is widely used to assess the therapeutic efficacy of various experimental surgical procedures. In the present study, we measured temporal retinal expression of *Vegfa*, which is known as an ischemic response gene, in rabbit RVO. This analysis revealed that the retinal *Vegfa* transcriptional response began 7 days after generation of RVO, rather than immediately after induction of ischemia. Next, in order to analyze ischemia-induced changes in gene expression profiles, we performed microarray analysis of day 7 RVO retina versus control retina. The angiogenic regulators *Dcn* and *Mmp1* and pro-inflammatory factors *Mmp12* and *Cxcl13* were significantly upregulated in RVO retinas. Further, we suggest that epigenetic regulation via the REST/cofactor-complex could contribute to RVO pathology. Among human homologous genes in rabbits, genes associated with hypoxia, angiogenesis, and inflammation were significantly upregulated in RVO retinas. Components of the Tumor necrosis factor-alpha (TNFα) and Nuclear factor-kappa B (NF-κB) pathways, which play regulatory roles in angiogenesis and inflammation, were significantly upregulated in RVO, and the expression levels of downstream factors, such as the transcription factor AP-1 and chemokines, were increased. Further, connectivity map analyses suggested that inhibitors of the NF-κB pathway are potential therapeutic agents for retinal ischemic disease. The present study revealed new insights into the pathology of retinal ischemia using the rabbit RVO model, which accurately recapitulates human disease.

## Introduction

Retinal ischemic diseases such as diabetic retinopathy and retinal vein occlusion (RVO) cause severe visual impairments, and are a leading cause of blindness [1, 2]. In the ischemic retina, the gene expression profile changes in response to hypoxia. [3–5]. Vascular endothelial growth factor (VEGF) is central to the pathology of retinal ischemic disease, and therapeutics that neutralize VEGF are partially effective in alleviating these pathologies [6, 7]. VEGF signaling promotes angiogenesis and vascular leakage by inducing endothelial cell proliferation, migration, and permeability. VEGF signaling contributes to severe and sight-threatening pathologies such as neovascular glaucoma, vitreous hemorrhage, and macular edema. Retinal ischemic diseases also cause and are exacerbated by chronic inflammation, with a complex interplay between inflammatory and angiogenic regulators. In retinal ischemic diseases such as diabetic retinopathy, retinal expression of proinflammatory regulators such as TNFα and ICAM-1 is increased [8, 9].

Intravitreal administration of anti-angiogenic agents targeting VEGF and photocoagulation of retinal ischemic regions are widely used for treatment of retinal ischemic disease, and are partially effective in treating these pathologies. Currently, anti-VEGF agents targeting VEGF signaling are the most commonly used therapeutics for retinal ischemic diseases, and their therapeutic effects have been reported in several studies [10–13]. However, physiological angiogenesis, which is driven in large part by VEGF, is indispensable for tissue development and survival. Anti-VEGF agents are administered intravitreally to treat ischemic retinal disease but are known to enter the bloodstream in significant amounts [14]. The side effects of decreasing of serum VEGF levels through intravitreal administration of anti-VEGF agents are currently unknown, although systemic delivery of these agents in cancer patients causes severe and potentially fatal side effects [15]. The potential side effects of anti-VEGF therapies in retinopathy of prematurity are especially controversial, as VEGF-dependent developmental processes are ongoing in premature infants [16]. On the other hand, photocoagulation also has a significant therapeutic effect in retinopathy of prematurity, although this procedure results in loss of peripheral vision [17–19]. According to our prior study using *in vivo* RVO model, photocoagulation of the ischemic region significantly decreases VEGF levels [20]. However, it could causes nonselective retinal damage including retinal inflammation [21].

To address these unmet clinical needs and theoretical gaps in knowledge, various animal models of RVO, including mice, rats, rabbits, and cats, have been developed [22]. Mice and rats are easy to house, and their retinal structures are relatively similar to humans, so they are widely used for vision models and are the most common model organisms. The rabbit RVO model employed in the present study is widely used to evaluate the potential therapeutic effects of experimental surgical procedures, as rabbits pose the additional advantage of having a larger eyeball than other rodent species [23–25]. However, the rabbit RVO model has not been extensively used for detailed analysis of the molecular mechanisms of RVO pathology due to a lack of rabbit-specific molecular tools, and because the retinal vasculature of rabbits differs from that of humans [22, 26].

In the present study, we analyzed ischemia-responsive gene expression changes in the rabbit RVO model by first identifying the temporal peak of *Vegfa* expression, which is hypoxia responsive, after induction of RVO, and subsequently performing microarray analysis of RVO and control retinas on day 7 after RVO induction, when *Vegfa* expression was highest. Our findings revealed that pro-angiogenic and inflammatory genes, which play known roles in human ischemic retinal diseases, were significantly upregulated in rabbit RVO retinas. This suggests that the rabbit RVO model is relevant for the study of ischemic retinal diseases, as the transcriptional reprogramming following RVO in rabbits recapitulated that of human ischemic retinal diseases.

## Materials and methods

### Animals

We used 2.0–3.0 kg Dutch rabbits for experiments. All experimental procedures were performed on rabbits anesthetized by intramuscular injection of ketamine hydrochloride (25 mg/kg) and xylazine hydrochloride (10 mg/kg) as previously reported [20]. Animal experiments were conducted according to the guidelines of the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and approved by the Animal Use Committee of University of Fukui.

### RVO induction and fluorescein angiography

After rabbits were anesthetized, their pupils were dilated with tropicamide and phenylephrine (Mydrin-P; Santen Pharmaceutical, Osaka, Japan) eye drops, RVO was created by laser occlusion of the retinal veins using an argon green laser (Iris Medical Oculight Glx; IRIDEX Corporation, Mountain View, CA, USA). Induction of RVO and retinal fluorescein angiography were performed as reported in our previous study[20, 27]. The laser power was 300 mW and the duration of each ablation was 0.5 s. RVO was induced in the right eye of all animals, and the contralateral (left) eyes were used as non-RVO controls.

### Total RNA extraction and RT-qPCR

At the specified times after RVO induction, eyes were enucleated and retinas were isolated. To minimize the unexpected effects of laser treatments, the laser-irradiated region was removed using a 3-mm diameter biopsy trepan prior to sample collections. Total RNA extraction and quantitative RT-PCR were performed as previously reported [28]. Data was normalized to 18S rRNA expression. The result was not changed when we used PPIA which expressed moderately (data not shown). Statistical analysis of RT-qPCR results was performed using Microsoft Excel Office, and a two-tailed, unpaired Student’s t-test was used to assess the differences between the RVO and control groups for each time point. *P* < 0.05 was considered statistically significant.

### Microarray analysis

Microarray analysis of day 7 control and RVO retinas was conducted (n = 1). RNA integrity number (RIN) and concentration of total RNA sample were measured before performing microarray analysis by using Agilent 2100 Bioanalyzer. RIN values of control and RVO sample were 8.5 and 8.7. A Gene Chip Rabbit Gene 1.0 ST Array (Thermo Fisher Scientific) was used, and all experimental procedures were conducted according to the manufacturer’s instructions. Prior to analysis, data was normalized by RMA (**R**obust **M**ulti-array **A**verage) algorithm using R (version 3.6.0). In addition, unnamed genes and genes identified as having low signals (Max signal < 5.00 in all samples) were omitted. GO term analysis was performed using the DAVID database (https://david.ncifcrf.gov/home.jsp). Genes with >2-fold changes in expression in RVO retinas relative to control retinas were included in GO analysis. To search for human homologs, the BioMart database on the Ensembl website (http://www.ensembl.org) was used. To search for homologous genes between humans and rabbits, we referred to the official Ensembl website (http://www.ensembl.info). Gene set enrichment analysis was performed using GSEA software (https://www.gsea-msigdb.org). For gene set enrichment analysis, we used “hallmark” gene sets. Gene expression profile mapping using the R pathview package was conducted for all genes. Connectivity mapping analysis (https://portals.broadinstitute.org/cmap/) was conducted on genes with >2-fold expression change in RVO retinas relative to control retinas. The mechanism of action for each compound was referenced to the Connectivity map data library (https://clue.io/). The data are available under accession number GSE149102 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149102.

## Results

### Maximal *Vegf* expression 7 days after RVO induction

In prior studies of the ischemic response after RVO induction, we identified that retinal VEGF protein levels are maximal at day 7 post-RVO [20]. However, we had not previously examined the timing of the transcriptional response to RVO-induced ischemia. Thus, to determine the optimal time point for microarray analysis, we performed fluorescein angiography (FA) and RT-qPCR measurement of *Vegfa* expression to evaluate RVO severity and the ischemic transcriptional response, respectively. FA images captured 7 days after induction of RVO demonstrated that blood flow was blocked near the optic disc in RVO retinas compared with controls (Fig 1A and 1B). In the RVO retinas, a partial reperfusion region was present, but this region did not reach the peripheral area (Fig 1B). These findings suggested that the ischemic state of the retina was sufficiently maintained for at least 7 days after RVO induction. Next, to assess ischemia-induced transcriptional changes over time, we quantified *Vegfa* expression by RT-qPCR (Fig 1C). At 3 days and 14 days after RVO induction, *Vegfa* expression was not significantly different between RVO and control retinas. Contrastingly, retinal *Vegfa* was significantly increased at day 7 post-RVO (Fig 1C). Collectively, these findings suggested that in the rabbit RVO model, ischemic pathology was most severe 7 days after induction of RVO. Therefore, this time point was used for microarray analysis.

**Fig 1:**
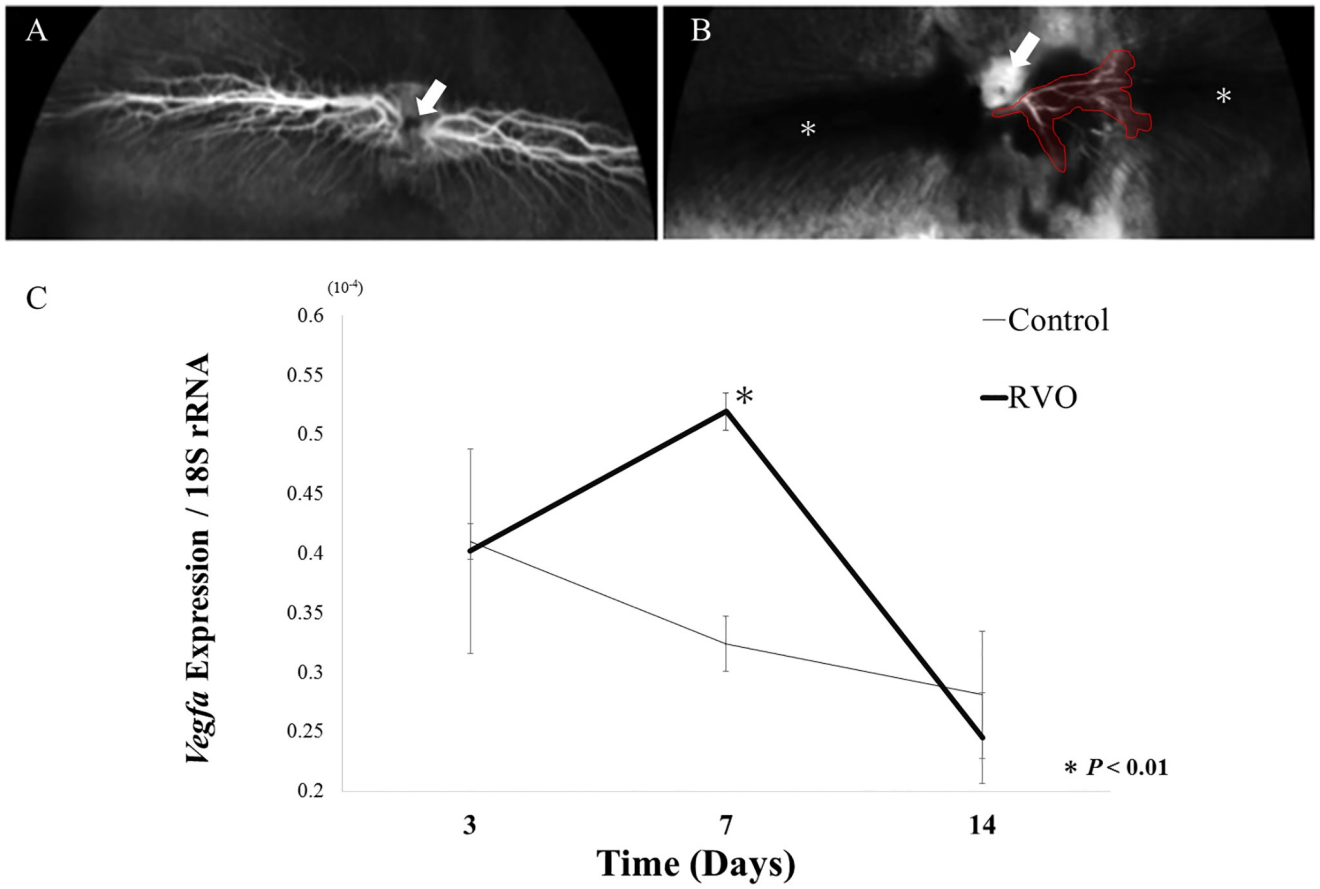
Fluorescein angiography *Vegfa* RT-qPCR. **(A)** Fluorescein angiography (FA) revealed that control retinas exhibited normal blood flow. Arrows indicates optic nerve head. **(B)** In ischemic retinas 7 days after RVO induction, blood flow was predominately blocked. Some revascularized vessels (surrounded with *red*) were observed, but the vessels did not reach the periphery area (*). **(C)** Retinal *Vegfa* expression on days 3, 7 and 14 after RVO induction. *Vegfa* expression was significantly increased in RVO retinas compared to control only on day 7 after RVO induction. RT-qPCR results were normalized to 18S rRNA expression. Data are expressed as mean ± SE (n = 3). (* *P* < 0.01, day 7 RVO versus day 7 control retina.).

### Upregulation of angiogenic and inflammatory mediators in RVO retinas

In the rabbit RVO model, the ischemic transcriptional response was induced 7 days after RVO induction, rather than immediately after induction of ischemia with RVO. To investigate the detailed molecular mechanism of the transcriptional response to ischemia, we performed a microarray analysis of day 7 samples, which exhibited the greatest upregulation of *Vegfa* expression, suggesting that the ischemic transcriptional response was most active at this time point. 

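Retinal RNA of the control and the RVO condition, both at day 7, was hybridized to 1 Rabbit Gene 1.0 ST array each, an array that reads each transcript with a set of short probes. The authors normalized the signals by RMA, which corrects the background, gives both arrays the same distribution of signals and summarizes each probe set on the log2 scale. Of 26193 probe sets, 15816 carried 1 gene symbol in the platform annotation, 376 carried several and 10001 carried none. Genes were named only from the probe sets with 1 symbol. The median log2 signal was 6.25 in the control array and 6.23 in the RVO array, and the quartiles were 4.74 and 7.90 in the control array and 4.70 and 7.95 in the RVO array. After genes whose higher signal was under 5.00 were omitted, 12724 genes remained, and each gene with several probe sets was read from the one with the highest mean signal. Differences are given as log2 of RVO minus control, where 1 is a 2-fold change. With 1 array per condition there is no replicate error, so no difference was tested and genes were counted by size alone. A gene was kept when either array reached 5.00, so 124 of the 445 higher genes had a control signal under 5.00 and 8 of the 61 lower genes had an RVO signal under it, and the sizes of these differences rest on a low signal. Among 118 genes with several probe sets past the filter, the log2 difference varied between probe sets of a gene with a pooled SD of 0.19. This SD covers disagreement between probe sets only, not errors shared by all probe sets of an array and not the animals. Gene lists for cell types and pathways were written after S1 Table and S2 Table had been read and before the deposited values were examined, so members printed in S1 Table are not independent evidence. Leaving these members out removes genes beyond 2-fold by construction. The median of each list was placed among the medians of 10000 random lists of genes with matched signal, as a description of these 2 arrays.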

Genes that exhibited significant expression changes were extracted for analysis. In a total of 13,563 genes evaluated, 520 exhibited a greater than 2-fold expression change. These genes included 456 upregulated genes and 64 downregulated genes (S1 Table). 

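In the RVO array 445 genes were higher by over 2-fold and 61 were lower, of 12724 genes measured. Differences reached further upwards, with 121 genes higher by over 2 on the log2 scale and 3 genes lower by as much. The largest was that of Crygs, a crystallin of the eye lens, at 4.47, from a log2 signal of 5.98 to 10.45. Myl1, a light chain of fast skeletal muscle myosin, followed at 4.36. Other genes among the 10 highest were GRO-A, a chemokine of the CXC family, at 3.92, Gpnmb, a glycoprotein of macrophages and pigmented cells, at 3.91, C7H1orf162 at 3.76 and LOC100349077 at 3.73. Among the 10 lowest were Htr1b, a serotonin receptor, at -1.74, Otor at -1.64, Kcna2, a potassium channel of axons, at -1.64, and LOC103346213 at -1.57. Skeletal muscle contractile genes were higher as a group: 22 of 30 measured members were higher by over 2-fold and none was lower, with a median of 2.25 at percentile 100 of the random lists. Neb, a giant protein of the thin filament, was higher by 3.71, and the troponin genes Tnnc2 and Tnni1 by 3.50 each. Without the members printed in S1 Table the median was 0.42. Of 28 measured genes of cell division, 15 were higher by over 2-fold and none was lower, with a median of 1.08 at percentile 100. Without the members printed in S1 Table the median was 0.37. The list included Cdk1 at 2.71, Mki67 at 2.62, Top2a at 2.36 and Ttk at 2.24, whose control signals of 3.52, 4.34, 3.74 and 3.22 were under 5.00, as was that of Tnnc2 at 4.83. The RVO signals of Htr1b and LOC103346213 were 4.69 and 3.70. Of 9 measured housekeeping genes none passed 2-fold, and their median was -0.07 at percentile 35.0. At a 3-fold threshold 194 genes were higher and 8 were lower.

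**Figure D1:**
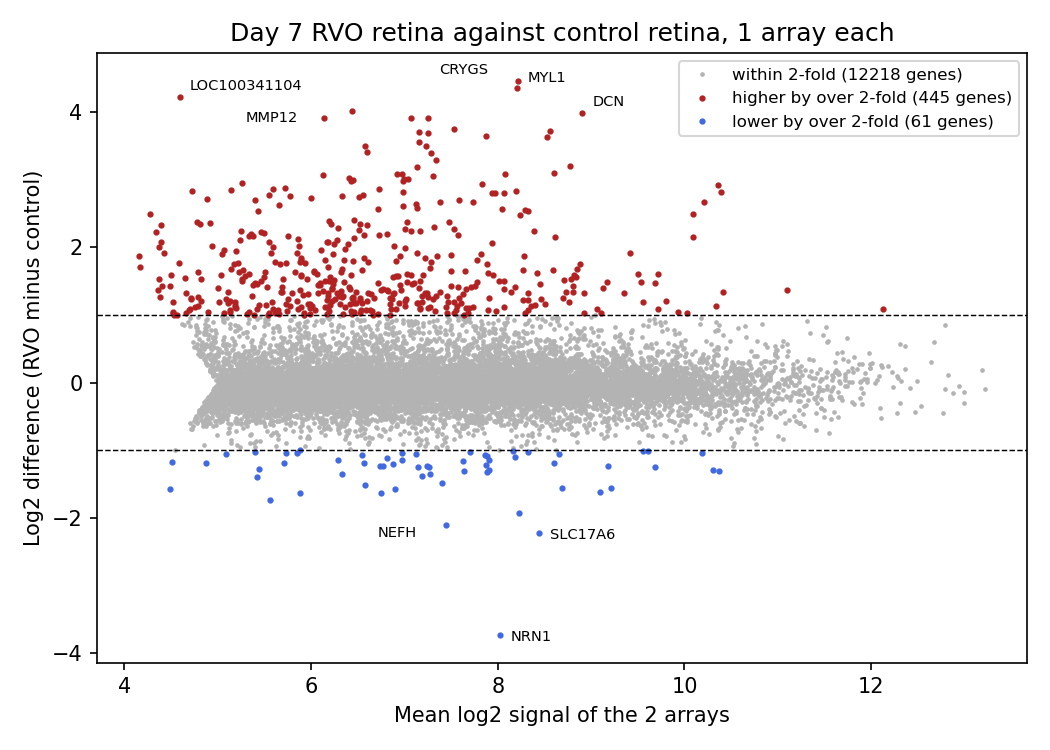
Log2 difference between the RVO and control arrays (vertical axis) against the mean log2 signal of the 2 arrays (horizontal axis), 1 point per gene, with dashed lines at 2-fold. The 445 genes higher by over 2-fold reach 4.47, and the 61 lower genes reach -3.73.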

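Decorin (Dcn), a small proteoglycan of the extracellular matrix, had a log2 signal of 6.90 in the control array and 10.90 in the RVO array, a 15.9-fold difference. Mmp1, an interstitial collagenase, was 11.8-fold higher, and Mmp12, the macrophage elastase, was 15.1-fold higher. Cxcl13, a chemokine that attracts B cells, was 10.7-fold higher. The control signals of Mmp12 and Cxcl13 were 4.19 and 4.89, under 5.00, so these folds rest on a low signal. Of 11 measured matrix metalloproteinases and their inhibitors, 4 were higher by over 2-fold and none was lower, with a median log2 difference of 0.44 at percentile 99.97, or 0.68 with a filter at 6.00. Mmp19 was higher by 1.64. Of 19 measured genes of fibroblasts and connective tissue, 13 were higher by over 2-fold and none was lower, with a median of 1.34 at percentile 100, or 0.42 without the members printed in S1 Table. Examples besides Dcn were Aspn, a relative of decorin, at 2.95 from a control signal of 3.78, and Mgp, an inhibitor of calcification, at 2.70. The skeletal muscle list, with a median of 2.25, was higher in the same array.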

Expression of the pro-angiogenic factors *Dcn* and *Mmp1* and pro-inflammatory factors *Mmp12* and *Cxcl13* were markedly increased in RVO retinas [29, 30].

The regulatory role of decorin (DCN) in angiogenesis has been demonstrated in several studies using mice and human cells [31–33]. However, whether DCN functions to promote or suppress angiogenesis is tissue type- and context-dependent [34]. Although the function of DCN in the rabbit RVO model cannot be deduced in the present analysis, expression of *Mmp1*, a known DCN target gene, was increased. Furthermore, expression of *Rest*, which contributes to ischemic neuronal insults, was significantly increased [35]. 

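Rest, a repressor of neuronal genes, had a log2 signal of 7.92 in the control array and 9.09 in the RVO array, a 2.24-fold difference. Of 9 measured genes of REST and its cofactors, Rest was the only one beyond 2-fold. The median of these genes was -0.02, at percentile 53.8, and 0.03 or 0.04 when the arrays were centred on the median of all probe sets or a trend with signal was removed. The histone deacetylase Hdac1 differed by 0.16, the corepressor Rcor1, which encodes CoREST, by -0.27 and the histone methyltransferase Ehmt2 by -0.14.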

In the context of ischemia-induced neuronal death, *Rest* is upregulated in response to ischemia, and forms a REST/Cofactor for REST (CoREST) complex, which contains a histone deacetylase complex (HDAC) that mediates epigenetic gene silencing [36]. Further, among REST target genes, the expression of *Nefh* (0.23-fold) and *Gria2* (0.65-fold) were significantly downregulated in the RVO group. Furthermore, the expression of genes of as yet unknown function, such as *LOC100341104* and *LOC100008687*, were increased. 

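Nefh, the heavy neurofilament subunit of large axons, had a log2 signal of 8.50 in the control array and 6.39 in the RVO array, or 0.233-fold. Gria2, an AMPA receptor subunit, had 9.81 in the control array and 9.20 in the RVO array, or 0.658-fold. Of 19 measured neuronal REST targets, 17 had a log2 difference below 0, 1 was lower by over 2-fold, which was Nefh, and none was higher by over 2-fold. Their median was -0.45, at percentile 0.00 of the random lists. The sodium channel Scn2a differed by -0.86 and the neurofilament gene Nefm by -0.70, while the neuropeptide precursor Vgf differed by 0.86. Lists of rod, cone and bipolar genes in the same arrays had medians of -0.44, -0.42 and -0.39.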

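LOC100341104 had a log2 signal of 2.48 in the control array and 6.71 in the RVO array, an 18.8-fold difference and the third highest of 12724 genes. Its control signal lies under 5.00, the limit below which the paper calls a signal low. LOC100008687 had 4.43 and 8.45, a 16.2-fold difference and the fourth highest, and its control signal was under 5.00 too. Probe sets without a gene symbol also differed: of 6090 past the same filter, 85 were higher by over 2-fold and 80 were lower.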

Although potential human homologs for these genes have not yet been identified, they could play important roles as unknown ischemic response genes. 

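Nrn1, which encodes the neurite growth factor neuritin, was the lowest of all genes, with a log2 signal of 9.89 in the control array and 6.15 in the RVO array, or 0.0752-fold. Slc17a6, the vesicular glutamate transporter of retinal ganglion cells, followed with 9.56 and 7.33, or 0.214-fold. The amino acid transporter Slc7a6 had 8.37 and 8.31. Nefh was the third lowest gene. All 3 of the lowest genes belong to the list of retinal ganglion cell genes, in which 9 of 24 measured members were lower by over 2-fold and none was higher. The median of that list was -0.65, at percentile 0.00, and -0.46 without its 9 members printed in S1 Table, which are the 9 lower by over 2-fold. It also held the nicotinic receptor subunits Chrna6 at -1.93 and Chrnb3 at -1.58. For other retinal neurons medians were -0.39 for 11 amacrine cell genes, -0.39 for 12 bipolar cell genes, -0.44 for 9 rod genes and -0.42 for 9 cone genes, each at or below percentile 0.03, and whether they differ from the ganglion cell median was not tested. Of 41 genes in these 4 lists, 1 was lower by over 2-fold, the calcium-binding protein Calb2 of amacrine cells at -1.62. Medians were -0.01 for 7 horizontal cell genes, which turned to 0.04 with the arrays centred on the median of all probe sets, and 0.03 for 12 genes of Müller glia, the radial support cells of the retina. Oligodendrocyte and myelin genes had a median of -0.39 and retinal pigment epithelium genes of -0.43.

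**Figure D2:**
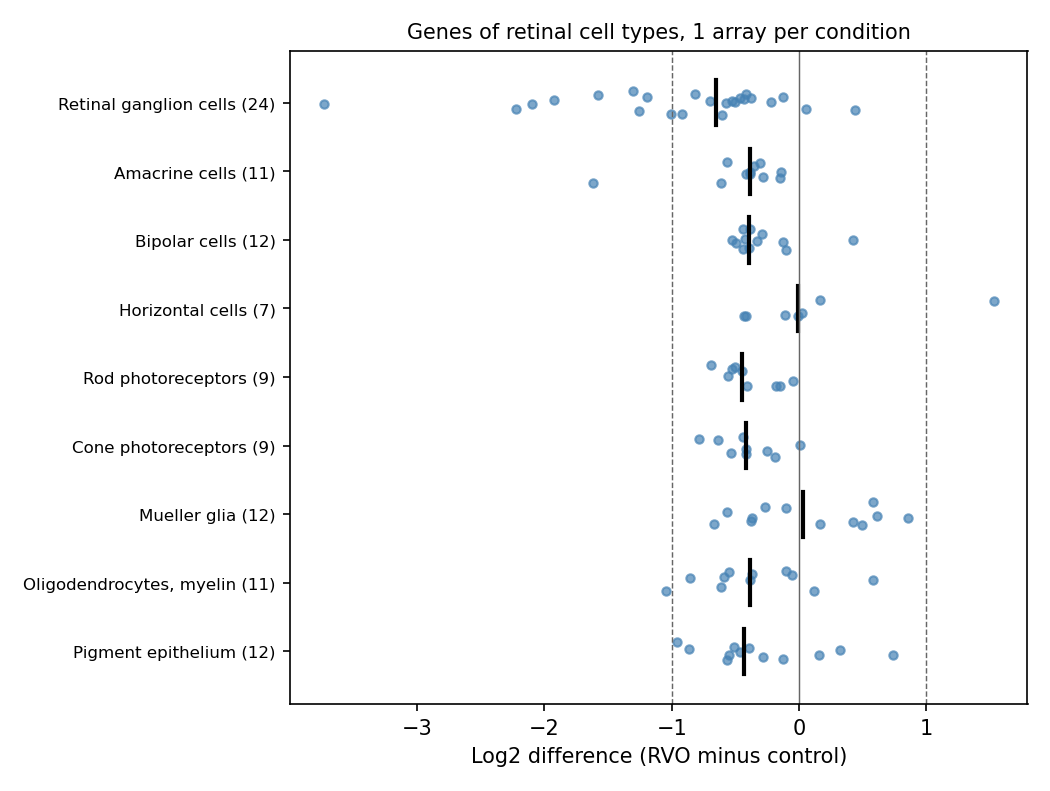
Log2 difference (RVO minus control, horizontal axis) of the genes in 9 lists of retinal cell types, 1 point per gene, with the number of measured genes in parentheses, a black bar at each median and dashed lines at 2-fold. Ganglion cell genes reach -3.73, and the points of each row are spread vertically to separate them.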

Contrastingly, *Nrn1*, *SLlc7a6*, and *Nefh* were dramatically downregulated in RVO retinas. Further studies are needed to elucidate the potential contribution of this interaction to the pathology of RVO.

Subsequently, functional clustering of genes with 2-fold or greater upregulation was conducted using the Database for Annotation, Visualization and Integrated discovery (DAVID, https://david.ncifcrf.gov/home.jsp) (Table 1). Most strikingly, inflammatory mediators, such as *Tlr3*, *Tlr4*, and *Ripk2*, were upregulated (Table 1). Additionally, PI3K-Akt signaling, which is associated with angiogenesis, was identified as a potentially significant pathway. 

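Toll-like receptor 3 (Tlr3), a sensor of double-stranded RNA, was higher in the RVO array by 1.33 on the log2 scale, Tlr4, the receptor of lipopolysaccharide, by 1.42 and the kinase Ripk2 by 1.00. Ripk2 lay at the 2-fold limit and under it, at 0.99, when quantile normalization was repeated. Of 13 measured Toll-like receptors and adaptors, 7 were higher by over 2-fold and none was lower, with a median of 1.00. Their coreceptor Cd14 was higher by 2.84, Cd180 by 1.82 and Tlr10 by 1.77. Genes of microglia and macrophages, the resident and infiltrating phagocytes, were higher in 15 of 20 cases by over 2-fold and lower in none, with a median of 1.79. They included the protease Ctss at 2.80, Laptm5 at 2.47 and Mpeg1 at 2.29. Of 14 interferon response genes 9 were higher by over 2-fold, with a median of 1.27, led by Ifi44l at 2.75, Ifi44 at 2.16 and Ube2l6 at 1.60. Of 12 complement genes 7 were higher, with a median of 1.05, led by C1s at 2.73, C5 at 1.43, C1qc at 1.32 and C5ar1 at 1.24. Of 13 genes of antigen presentation 6 were higher, with a median of 0.84, led by RLA-DR-ALPHA, a class II histocompatibility gene, at 2.81, Ctss, RLA-DMB at 2.20 and B2m at 1.92. The medians of these 5 lists were at percentile 100. Without the members printed in S1 Table they were 0.15 for Toll-like receptors, 0.81 for microglia and macrophages, 0.75 for the interferon response, 0.73 for complement and 0.51 for antigen presentation. Control signals were under 5.00 for Tlr4 at 4.82, Cd180 at 4.99, Ifi44 at 4.30, C1s at 4.64 and C5 at 3.68. Genes of T and B lymphocytes had a median of -0.32 over 6 measured members of 16 listed, none beyond 2-fold. Their log2 signals were low in both arrays, from 4.52 for Cd3e to 5.61 for Cd5, so they say little about lymphocytes. Of 8 neutrophil genes, S100a8 at 2.09, from a control signal of 3.35, and Cxcr1 at 1.12 were beyond 2-fold.

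**Figure D3:**
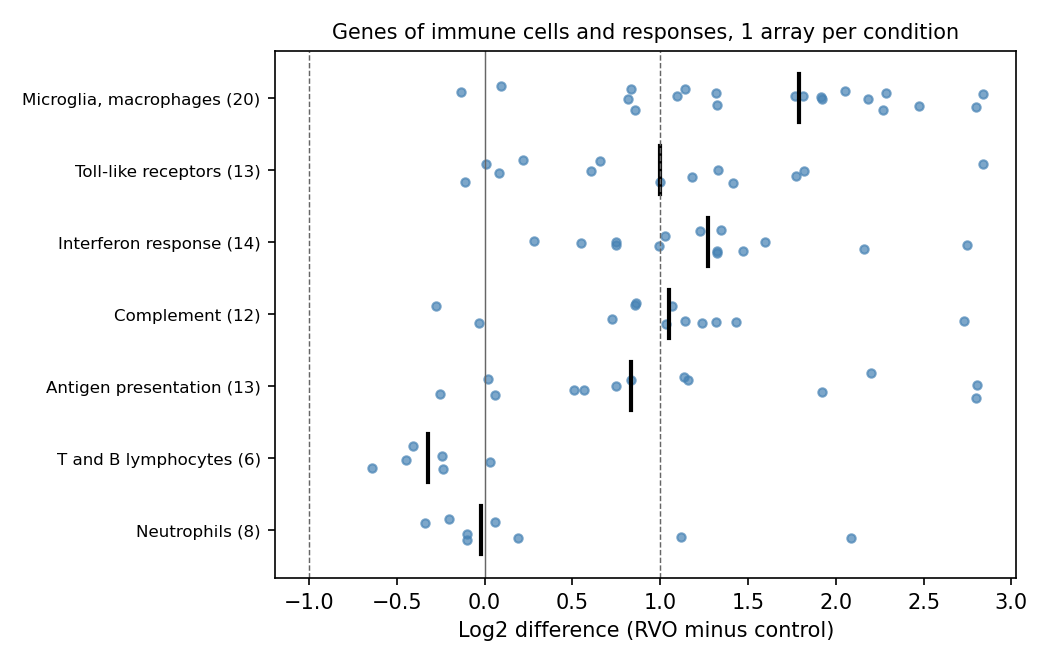
Log2 difference (RVO minus control, horizontal axis) of the genes in 7 lists of immune cells and responses, 1 point per gene, with the number of measured genes in parentheses, a black bar at each median and dashed lines at 2-fold. The median of microglia and macrophages lies at 1.79 and that of lymphocytes, whose genes had low signals in both arrays, at -0.32.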

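Osmr, the receptor of the cytokine oncostatin M, had a log2 signal of 6.41 in the control array and 8.28 in the RVO array, a 3.65-fold difference. Of 17 measured receptors and ligands upstream of PI3K-Akt, 7 were higher by over 2-fold and none was lower, with a median log2 difference of 0.33 at percentile 99.98, or 0.16 without the members printed in S1 Table. Hgf, the hepatocyte growth factor, was higher by 1.58 and Btc, a ligand of the EGF receptor, by 1.31. Of 25 measured genes of focal adhesion and extracellular matrix, 9 were higher by over 2-fold and 1 was lower, with a median of 0.74 at percentile 100, or 0.28 without the members printed in S1 Table. Fibronectin (Fn1) was higher by 3.64, the hyaluronan receptor Cd44 by 2.19, filamin A (Flna) by 1.38 and thrombospondin 1 (Thbs1) by 1.25.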

Expression of Oncostatin M receptor (*Osmr*), which is related to PI3K-AKT signaling pathway (KEGG_PATHWAY; ocu04151), was markedly increased in RVO retinas. OSMR was reported to be involved in activation of the JAK-STAT and MAPK signaling pathways [37]. An *in vivo* study using the rat choroidal neovascularization (CNV) model reported that administration of PI3K inhibitors not only decreases CNV lesion size and vascular leakage, but also significantly decreases VEGF expression [38].

**Table 1:** DAVID analysis results.

Category	Term	p-value	Fold Enrichment
**Annotation Cluster 1**	**Enrichment Score: 5.47**		
UP_KEYWORDS	Immunity	2.15E-14	12.5
GOTERM_BP_DIRECT	GO:0045087~innate immune response	1.99E-07	5.39
UP_KEYWORDS	Innate immunity	2.75E-07	12.8
UP_KEYWORDS	Inflammatory response	4.27E-06	11.3
GOTERM_MF_DIRECT	GO:0004888~transmembrane signaling receptor activity	1.74E-03	6.72
GOTERM_BP_DIRECT	GO:0050707~regulation of cytokine secretion	6.84E-03	9.77
GOTERM_BP_DIRECT	GO:0002755~MyD88-dependent toll-like receptor signaling pathway	8.03E-02	6.28
**Annotation Cluster 2**	**Enrichment Score: 2.59**		
KEGG_PATHWAY	ocu04510: Focal adhesion	2.57E-04	2.87
KEGG_PATHWAY	ocu04512: ECM-receptor interaction	8.29E-04	3.98
KEGG_PATHWAY	ocu04151: PI3K-Akt signaling pathway	7.72E-02	1.62
**Annotation Cluster 3**	**Enrichment Score: 2.34**		
GOTERM_BP_DIRECT	GO:0071223~cellular response to lipoteichoic acid	7.24E-04	19.5
GOTERM_BP_DIRECT	GO:0032755~positive regulation of interleukin-6 production	1.93E-03	6.51
GOTERM_BP_DIRECT	GO:0032760~positive regulation of tumor necrosis factor production	6.84E-02	4.19
**Annotation Cluster 4**	**Enrichment Score: 1.39**		
GOTERM_BP_DIRECT	GO:0032755~positive regulation of interleukin-6 production	1.93.E-03	6.51
GOTERM_BP_DIRECT	GO:0046330~positive regulation of JNK cascade	4.97.E-02	3.57
GOTERM_BP_DIRECT	GO:0032722~positive regulation of chemokine production	5.18.E-02	7.99
GOTERM_BP_DIRECT	GO:0051092~positive regulation of NF-kB transcription factor activity	5.07.E-01	1.48

Genes increased 2-fold or greater (456 genes) were included in analysis. The remarkable clusters and their enrichment scores are listed.

### Gene set enrichment analysis of human homologs

Microarray analysis of rabbit gene expression profiles in RVO revealed that expression of pro-inflammatory and angiogenic factors was significantly increased in the rabbit RVO model. Next, to evaluate the similarity of the rabbit RVO model to human ischemic retinal disease, we performed an analysis targeting only genes in which homology with human genes was confirmed. In this analysis, only 9,436 genes were identified as human homologs in the Ensembl-BioMart database (http://www.ensembl.org), so were used in analysis [39, 40]. Enrichment analysis using Gene Set Enrichment Analysis (GSEA, https://www.gsea-msigdb.org) was performed to extract the human gene sets that were induced or suppressed by retinal ischemia [41]. We uploaded the expression data of human homologs in the control and RVO groups, and the gene sets significantly upregulated in the RVO group were extracted (Table 2). Gene sets significantly affected by induction of retinal ischemia were related to hypoxia, angiogenesis, and inflammation. 

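The members of the 3 hallmark sets printed in S2 Table were read from the deposited values. Of 22 measured angiogenesis genes, 8 were higher in the RVO array by over 2-fold and none was lower, with a median log2 difference of 0.38. Of 130 measured hypoxia genes, 16 were higher and none was lower, with a median of 0.06, and 57 lay below 0. Of 115 measured inflammatory response genes, 25 were higher and 1 was lower, with a median of 0.28. The 3 medians lay at percentiles 100, 99.98 and 100 of random lists. Without the members printed in S1 Table they were 0.11, -0.0012 and 0.13. With the arrays centred on the median of all probe sets the hypoxia median was 0.11, and with a filter at 6.00 the inflammatory response median was 0.46. The running-sum enrichment score, which rises where set members come early in the ranking from highest to lowest difference, was 0.819 for angiogenesis, 0.557 for hypoxia and 0.703 for inflammatory response. It was computed over 12724 ranked genes, without restriction to human homologs, and no p-value was computed. With every member given equal weight the scores were 0.517, 0.228 and 0.354. Of all the sets it lists in Table 2, the paper describes those that ischemia affected as relating to hypoxia, angiogenesis and inflammation.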

Among the inflammatory pathways enriched in our analysis, the IL6, JAK-STAT [42, 43], TNFα, and NF-κB pathways [44, 45] exacerbate the pathology of retinal disease. However, the expression levels of genes included in each upregulated gene set were not increased equally. Thus, we extracted the genes contained in each gene set, and ranked the genes by relative expression change (S2 Table). In addition, enrichment plots [41] for the above-mentioned gene sets were generated to evaluate the expression tendencies of the genes included in each group (Fig 2A–2C). The middle panel of each plot shows the ranking of each gene. Genes upregulated in the RVO group relative to the control group are displayed on the left side. The height of the enrichment profile displayed at the top indicates the enrichment score for each gene set, and when many highly ranked genes are included, the peak will be higher on the left side. The lower panel shows the ranking of all input genes and the relative levels of expression change. 

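Timp1, an inhibitor of matrix metalloproteinases, was 6.40-fold higher in the RVO array, at log2 signals of 8.87 and 11.55. Lum, the proteoglycan lumican, was 5.63-fold higher, and Lpl, lipoprotein lipase, was 3.60-fold higher. Periostin (Postn), a matrix protein, followed at 2.73-fold. Of the 22 genes of the hallmark angiogenesis set, 20 had a log2 difference above 0.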

In the angiogenesis gene set, *Timp1*, *Lum*, and *Lpl* were significantly upregulated (Fig 2A). However, expression of *Stc* and *Pglyrp1* was unchanged in RVO retinas. 

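Stc1, the glycoprotein stanniocalcin 1, had a log2 signal of 7.09 in both arrays and the deposited values were identical. Identical values in both arrays occurred in 772 of 26193 probe sets. Pglyrp1, which binds bacterial peptidoglycan, had 6.52 in the control array and 6.14 in the RVO array, a difference of -0.38.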

In the hypoxia gene set, expression of *Dcn*, *Adm*, *Jun*, and *Fos* were markedly upregulated, while *Tnfaip3* was downregulated (Fig 2B). 

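Adm, the vasodilator adrenomedullin, was higher in the RVO array by 1.40 on the log2 scale, and Dcn by 4.00. The transcription factor genes Jun and Fos differed by 0.78 and 0.73, or 1.71-fold and 1.66-fold. Tnfaip3, an inhibitor of NF-κB signaling, had a log2 signal of 7.69 in the control array and 6.76 in the RVO array, or 0.524-fold. Other members of the set with large differences were Tgfbi at 3.01, Plac8 at 3.01 and ceruloplasmin (Cp) at 2.82. Of 11 measured immediate early genes, 2 were higher by over 2-fold, Ier3 at 1.34 and Atf3 at 1.23, and 2 were lower, the nuclear receptors Nr4a2 at -1.31 and Nr4a1 at -1.29.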

In the inflammatory response gene set, top ranked genes with the greatest upregulation included *Cd14*, *Ccl2*, and *Rgs1* (Fig 2C). 

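Cd14, the coreceptor of lipopolysaccharide, had log2 signals of 6.78 and 9.61, a 7.14-fold difference. Clec5a, a receptor of myeloid cells, followed at 6.75-fold. Ccl2, a chemokine that attracts monocytes, was 4.68-fold higher and Rgs1, a regulator of G protein signaling in leukocytes, was 4.65-fold higher. The control signals of Ccl2, Rgs1 and Clec5a were 4.35, 4.39 and 4.39, under 5.00, so these folds rest on a low signal.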

Clear peaks appeared at the top of the ranking for gene sets associated with angiogenesis, hypoxia, and the inflammatory response, indicating that these genes were significantly upregulated in RVO retinas. In addition, to confirm our microarray result, we performed RT-qPCR for *Icam-1*, *Tnfaip6*, *Ccl2*, *Cxcl10*, *Stat3* genes (Fig 2D). These genes were related to TNF or STAT pathway and significantly upregulated both in microarray and RT-qPCR. This result emphasized the possibility that our analysis was correct and that TNFα and STAT pathways are important for the pathology of RVO.

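On the arrays Ccl2 had log2 signals of 4.35 in the control and 6.58 in the RVO sample. Cxcl10, a chemokine induced by interferon, was higher by 1.47 on the log2 scale, the transcription factor Stat3 by 1.47 and Tnfaip6, a hyaluronan-binding protein, by 1.27. Icam1, an adhesion molecule for leukocytes, differed by 0.46, or 1.38-fold. Icam1 was the only one of these genes within 2-fold. The control signals of Cxcl10 and Tnfaip6 were 4.66 and 4.15, under 5.00 like that of Ccl2. The values have no replicate error, since each condition was measured on 1 array.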

**Fig 2:**
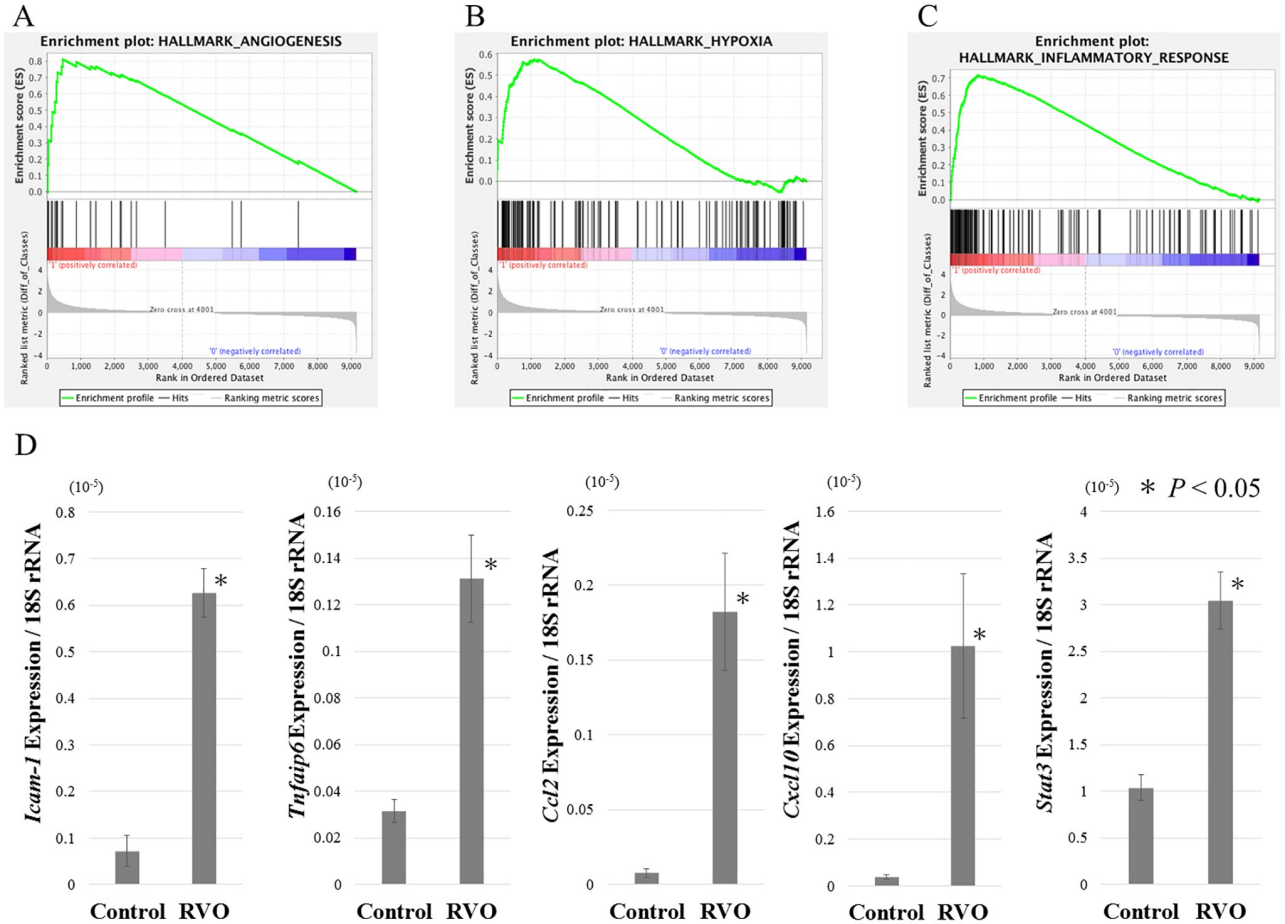
Enrichment plots of remarkable gene sets. Hypoxia, angiogenesis, and inflammatory pathways were significantly upregulated in RVO retinas. Plots are shown for **(A)** angiogenesis, **(B)** hypoxia, and **(C)** inflammatory response gene sets. **(D)** RT-qPCR result on days 7 after RVO induction. *Tnfaip6*, *Icam-1*, *Ccl2*, *Cxcl10*, *Stat3* expressions were significantly increased in RVO retinas compared to control retina. RT-qPCR results were normalized to 18S rRNA expression. Data are expressed as mean ± SE (n = 3). (* *P* < 0.05, RVO versus control retina.).

**Table 2:** Gene set enrichment analysis results.

MSigDB Name (HALLMARK)	NES	p-value	FDR
IL6_JAK_STAT3_SIGNALING	2.42	0.00.E+00	0.00.E+00
MYOGENESIS	2.34	0.00.E+00	0.00.E+00
EPITHELIAL_MESENCHYMAL_TRANSITION	2.34	0.00.E+00	0.00.E+00
INTERFERON_GAMMA_RESPONSE	2.30	0.00.E+00	0.00.E+00
COAGULATION	2.29	0.00.E+00	0.00.E+00
INTERFERON_ALPHA_RESPONSE	2.28	0.00.E+00	0.00.E+00
INFLAMMATORY_RESPONSE	2.27	0.00.E+00	0.00.E+00
ALLOGRAFT_REJECTION	2.25	0.00.E+00	0.00.E+00
COMPLEMENT	2.15	0.00.E+00	0.00.E+00
TNFA_SIGNALING_VIA_NFKB	2.10	0.00.E+00	0.00.E+00
ANGIOGENESIS	2.04	0.00.E+00	0.00.E+00
APOPTOSIS	2.04	0.00.E+00	0.00.E+00
IL2_STAT5_SIGNALING	2.02	0.00.E+00	0.00.E+00
KRAS_SIGNALING_UP	1.86	0.00.E+00	4.13.E-04
HYPOXIA	1.85	0.00.E+00	3.86.E-04
MITOTIC_SPINDLE	1.85	0.00.E+00	3.62.E-04
APICAL_JUNCTION	1.84	0.00.E+00	4.11.E-04
TGF_BETA_SIGNALING	1.73	1.37.E-03	3.10.E-03
CHOLESTEROL_HOMEOSTASIS	1.65	8.21.E-03	8.11.E-03
G2M_CHECKPOINT	1.65	0.00.E+00	7.99.E-03
UV_RESPONSE_DN	1.64	3.52.E-03	8.76.E-03
GLYCOLYSIS	1.63	1.12.E-03	8.95.E-03
P53_PATHWAY	1.61	1.17.E-03	1.09.E-02
E2F_TARGETS	1.56	6.90.E-03	1.96.E-02
ESTROGEN_RESPONSE_LATE	1.50	1.97.E-02	3.55.E-02
XENOBIOTIC_METABOLISM	1.49	1.06.E-02	3.94.E-02

Human homologs (9,436 genes) were included in analysis. Significantly upregulated gene sets are listed. Normalized enrichment score (NES), p-value, and false discovery rate (FDR) are specified for each gene set. *P* < 0.05 was considered statistically significant.

These results suggested that significant differences in gene expression profiles were observed in rabbit RVO retinas that were similar to those of human ischemic retinal diseases. This supports the relevance of the rabbit RVO model to human retinal ischemic disease.

### Visualization of gene expression profiles

GESA analysis identified pathways related to pathologies such as chronic inflammation, increased vascular permeability, and pathological angiogenesis, which are common features of retinal ischemic disease. However, not all genes involved in each pathway were equivalently upregulated at the transcriptional level, as demonstrated by the enrichment plots (Fig 2). Therefore, we next visualized the expression changes of the gene sets that comprise the hypoxic response, angiogenesis, and pro-inflammatory pathways (Fig 3). This approach allows detailed analysis of downstream signaling altered by activation of each pathway. The gene expression changes in the RVO samples are indicated by color on the KEGG pathway map, generated using the R pathview package (Fig 3A–3D) [46]. First, we visualized the HIF-1α and VEGF pathways, which are widely recognized as ischemic responsive genes in the rabbit RVO model. Analysis of the HIF-1α pathway revealed transcriptional changes in genes upstream and downstream of HIF-1α (Fig 3A). Expression analysis of downstream factors, which directly regulated by HIF-1α, revealed that expression of angiogenic mediators such as *Timp1* and *Pai-1* were upregulated, but that expression of inflammatory factors were unchanged. 

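Timp1 was higher in the RVO array by 2.68 on the log2 scale. Of 26 measured targets of HIF-1 outside glycolysis, 3 were higher by over 2-fold and none was lower, with a median of 0.08 at percentile 97.7. The median was 0.40 with a filter at 6.00, 0.13 with the arrays centred on the median of all probe sets and 0.12 with the trend with signal removed. The 3 genes were the lysyl oxidase Lox at 1.49, Adm, and the collagen-modifying enzyme Plod2 at 1.00, which lay at the limit and moved to 0.96 when quantile normalization was repeated. Of 17 measured glycolytic genes under HIF-1, none was beyond 2-fold and 16 lay below 0, with a median of -0.37 at percentile 0.01. Lists of rod, cone, bipolar and amacrine cell genes had medians of -0.44, -0.42, -0.39 and -0.39 in the same arrays. Phosphofructokinase Pfkp differed by -0.58, Pgam1 by -0.51, lactate dehydrogenase Ldha by -0.50 and hexokinase Hk2 by -0.45. The log2 signals of Ldha were low, at 5.31 in the control array and 4.81 in the RVO array, so its difference rests on a low signal. Among 8 regulators of HIF-1 the median was -0.05, or 0.00 with the arrays centred on the median of all probe sets, with Egln3, a prolyl hydroxylase, at 0.90 and Epas1 at -0.42.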

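Of 30 measured genes of the VEGF pathway, 2 were higher in the RVO array by over 2-fold and none was lower. They were Rac2, a small GTPase of blood cells, at 1.84 and the small heat shock protein Hspb1 at 1.25. Mapk3, which encodes the kinase ERK1, differed by 0.72, or 1.64-fold. The control signal of Rac2 was 4.97. The median of the list was 0.10, at percentile 99.2, or 0.18 with the trend with signal removed and 0.07 with a filter at 6.00. Among 9 genes of the VEGF family and its receptors, Nrp1, a coreceptor of VEGF, was higher by 1.14, and Flt1 and Kdr, which encode VEGF receptors, differed by 0.46 and -0.31.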

VEGF pathway mapping revealed that MAPK signaling, which regulates endothelial cell proliferation, was activated in RVO retinas (Fig 3B). 

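Pxn, a scaffold of focal adhesions, had a log2 signal of 6.31 in the control array and 7.30 in the RVO array. The difference of 0.99, or 1.99-fold, lay just under the 2-fold limit and passed it, at 1.04, when the arrays were centred on the median of all probe sets.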

Further, expression of Paxillin (*Pxn*), which is associated with focal adhesion, was upregulated. PXN is downstream of VEGF signaling, and was also extracted in DAVID analysis (Table 1). Next, we visualized the expression profile of the JAK-STAT, TNFα, and NF-κB pathways, which were upregulated in the enrichment analysis (Fig 3C and 3D). Expression of downstream factors of each pathway was changed by RVO, and was suggestive of pathway activation. These data suggested that the JAK-STAT, TNFα, and NF-κB pathways are likely to contribute to the pathology of rabbit RVO, and potentially to human retinal ischemic diseases. Analysis of JAK-STAT signaling revealed a marked increase not only in expression of the *Stat* gene itself, but also of *Shp1(Ptpn6)*, which suppress the activity of this pathway in a negative feedback loop (Fig 3C). However, expression of cell cycle-related factors downstream of STAT, such as the *c-Myc* and *p21* genes, was upregulated by RVO. This seemingly contradictory result suggested that the balance of JAK/STAT signaling activation and inhibition could be important to the pathology of RVO. On the other hand, chemokines, such as *Ccl1* and *Cxcl1*, *2*, *3*, and *10* were significantly upregulated in RVO (Fig 3D). These genes are pro-inflammatory factors downstream of TNFα and NF-κB signaling, and could potentially be effective therapeutic targets for inflammation secondary to retinal ischemia.

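Stat3 had a log2 signal of 8.95 in the control array and 10.42 in the RVO array, a 2.77-fold difference. Ptpn6, the phosphatase SHP-1, was higher by 1.32 on the log2 scale. Of 28 measured genes of the JAK-STAT pathway, 7 were higher by over 2-fold and none was lower, with a median of 0.45 at percentile 100, or 0.14 without the members printed in S1 Table. The cytokine receptor chains Il10rb and Il13ra1 were higher by 3.07 and 2.82, and the control signal of Il10rb was 4.59, under 5.00.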

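Myc differed by 0.78 on the log2 scale, or 1.72-fold, and Cdkn1a, which encodes p21, by 0.82, or 1.76-fold. Both were higher in the RVO array and neither reached 2-fold. The control signal of Cdkn1a was 4.98, under 5.00.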

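Of 10 measured chemokines, 4 were higher in the RVO array by over 2-fold and none was lower. These were GRO-A, Cxcl13, Ccl2 and Cxcl10. GRO-A, a rabbit chemokine of the same family as CXCL1, had log2 signals of 5.30 and 9.21. Ccl1 lay under the signal filter in both arrays, at 4.58 and 4.61. No probe set carried the symbols Cxcl1, Cxcl2 or Cxcl3 in the annotation used here. GRO-alpha is an older name of human CXCL1, while the RefSeq table lists GRO-A and CXCL1 as separate rabbit genes, so which of them the paper's Cxcl1 is remains unknown. The median of the chemokines was 0.41, at percentile 99.87, but 0.09 with no signal filter, 1.47 with a filter at 6.00 and -0.02 without the members printed in S1 Table. Of 26 measured output genes of the TNF pathway, 6 were higher by over 2-fold and none was lower, with a median of 0.37 at percentile 100, or 0.14 with no filter, 0.14 without the members printed in S1 Table and 0.67 with a filter at 6.00. Birc3, an inhibitor of apoptosis induced by NF-κB, was higher by 2.85, from a control signal of 3.71.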

**Fig 3:**
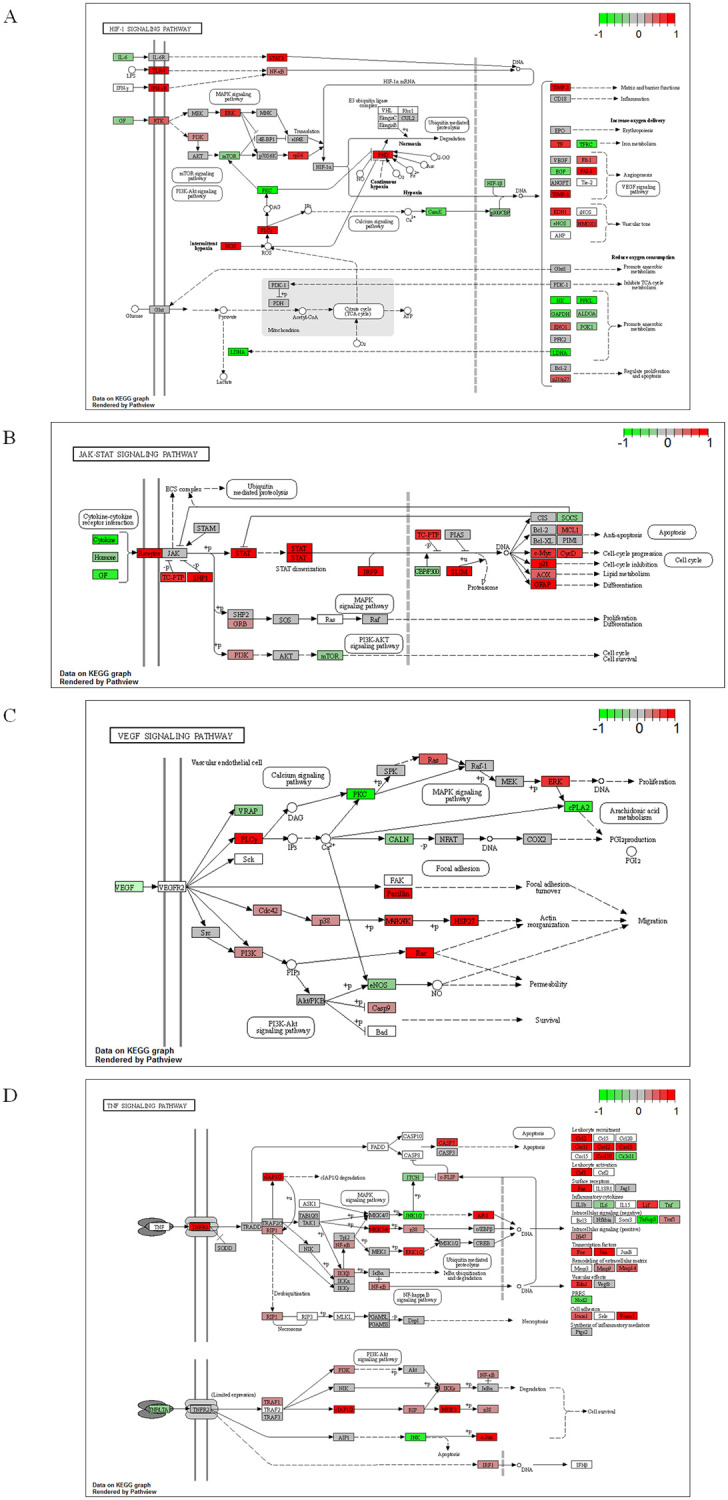
Visualization of gene expression profiles in KEGG pathway mapping. Each cell represents the log2 ratio gene expression data of the RVO group normalized to the control group. The coloration indicates upregulated (Red) and downregulated (Green) genes. Pathway maps of **(A)** HIF-1α, **(B)** VEGF, **(C)** TNFα, and **(D)** JAK-STAT signaling pathways. The analysis was performed using the R pathview package.

The pathview analysis findings suggested that the downstream factors of the four different pathways extracted by GSEA, including HIF-1α, JAK-STAT, TNFα, and VEGF, exhibited gene expression changes consistent with pathway activation.

### Connectivity map analysis

Pathview analysis of human homologs revealed that the changes in gene expression profile in the rabbit RVO model were consistent with the pathology of human retinal ischemic disease. Therefore, we searched for chemical compounds that could potentially be used as novel therapeutic agents based on the gene expression profiles of the rabbit RVO model. We used a connectivity map database (https://portals.broadinstitute.org/cmap/), which allowed us to search for compounds that induce similar gene expression profile changes in human cancer cells based on the uploaded gene names [47]. 

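In the rows of S1 Table marked as human homologs there were 333 higher and 54 lower genes. Among the 333, 19 were skeletal muscle contractile genes, 14 were genes of microglia and macrophages, 13 of fibroblasts and connective tissue and 9 each of cell division and the interferon response. Among the 54, 9 were genes of retinal ganglion cells. Of the genes beyond 2-fold in the deposited values, 326 of 445 higher and 52 of 61 lower genes carried that mark.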

Among the human homologs (9,436 genes), we analyzed 387 genes with a greater than 2-fold difference between RVO and control samples (upregulated: 333 genes, downregulated: 54 genes). We focused on compounds that induced gene expression profile changes inverse to those detected in our microarray analysis of RVO retinas, and extracted the top 20 compounds (Table 3). Although the effects of these genes in RVO have not yet been clarified, DNA synthesis inhibitors, melanin inhibitors, and adenosine receptor antagonists were extracted. Remarkably, the identified compounds included MG-262 [48, 49] and parthenolide [50], inhibitors of the NF-κB pathway.

**Table 3:** Connectivity mapping analysis results.

Name	Enrichment	p-value	Mechanism of action
15-delta prostaglandin J2	-0.591	0.00.E+00	-
MG-262	-0.965	1.00.E-04	-
5182598	-0.991	2.00.E-04	-
parthenolide	-0.892	3.00.E-04	NFκB pathway inhibitor
foliosidine	-0.723	9.00.E-04	-
6-bromoindirubin-3'-oxime	-0.683	9.00.E-04	-
lomustine	-0.852	9.00.E-04	DNA synthesis inhibitor
ambroxol	-0.825	1.80.E-03	sodium channel blocker
PHA-00816795	-0.964	2.90.E-03	-
5194442	-0.799	3.20.E-03	-
diloxanide	-0.769	5.70.E-03	protein synthesis inhibitor
pipemidic acid	-0.830	9.80.E-03	-
thiamine	-0.822	1.13.E-02	vitamin B
spaglumic acid	-0.925	1.17.E-02	-
monobenzone	-0.701	1.66.E-02	melanin inhibitor
tubocurarine chloride	-0.698	1.76.E-02	-
aminophylline	-0.687	2.06.E-02	adenosine receptor antagonist
PNU-0251126	-0.575	2.07.E-02	-
aceclofenac	-0.678	2.38.E-02	prostanoid receptor antagonist
ticarcillin	-0.773	2.41.E-02	lactamase inhibitor

Connectivity mapping analysis of genes with greater than 2-fold expression change between control and RVO retinas (upregulated: 333 genes, downregulated: 54 genes). The top 20 chemical compounds that induce transcriptional reprogramming inverse to the input data are listed.

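Of 12 measured NF-κB subunits, kinases and receptors, 1 was higher in the RVO array by over 2-fold and none was lower. This was Tnfrsf1a, a receptor of TNF, at 1.10 on the log2 scale. The kinase Ripk1 differed by 0.37, the kinase Ikbkb by 0.26 and the subunit Nfkb2 by 0.24. The median of the list was 0.15, at percentile 97.45. Il6, the cytokine interleukin 6, had a log2 signal of 5.27 in the control array and 5.04 in the RVO array, and Tnf lay under the signal filter in both arrays, at 4.92 and 4.69.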

The GSEA and pathview analyses suggested that the NF-κB pathway was significantly upregulated in RVO retinas. Connectivity mapping analysis supported the importance of the NF-κB pathway in RVO.

## Discussion

Various animal models using mice, rats, rabbits, and cats have been developed as experimental systems that mimic retinal ischemic diseases. The rabbit RVO model used in the present study has the advantage of having a large eyeball, and therefore relative ease of performing surgical procedures. Therefore, rabbit RVO is commonly used to evaluate the efficacy and outcomes of experimental surgical interventions [23–25]. However, the retinal vasculature of rabbits is not distributed entire retina unlike humans (Fig 1A). Because of this anatomical difference, it was controversial that the course of the disease or its response to a treatment may not be the same as in humans [22, 26]. The present study is the first to use bioinformatics approaches to elucidate the molecular pathology of the rabbit RVO model. Further, we conducted an analysis focusing on comparison with other species, especially humans.

Retinal ischemia occurs secondary to various aberrations such as diabetes, hypertension, and preterm birth, and causes pathological angiogenesis and chronic inflammation [1, 2]. According to the present analysis, the expression levels of angiogenic regulators and inflammatory mediators were significantly upregulated in the rabbit RVO model (Table 1). Previous reports using clinical samples from RVO patients identified that these angiogenic and inflammatory mediators are upregulated in the context of human RVO [51, 52]. Additionally, genes associated with induction of the hypoxic response, angiogenesis, and inflammation were activated, as indicated by the analysis of human homolog genes differentially expressed in rabbit RVO (Table 2). These findings demonstrated that the rabbit RVO model, in which ischemia is artificially induced by laser photocoagulation of retinal veins, exhibited similar transcriptional reprogramming to that observed in human disease, supporting the relevance of rabbit RVO to human ischemic retinal disease.

A prior gene expression profiling study by Martin et al. in the mouse RVO model reported that genes related to the induction of angiogenesis and inflammation are upregulated in RVO groups compared with sham treated groups [53]. The GSEA conducted in the present study confirmed that signaling pathways related to in IL6, TNFα, and TGFβ were activated in rabbit RVO retinas (Table 2). Additionally, *Ccl2* was upregulated (S1 Table). However, in the mouse model, Martin et al. suggested that the expression of *Il6*, *Ccl2*, *Tnf* were both increased in RVO and sham treated groups compared with untreated group. They concluded that the gene expression profile in a mouse RVO model was related to laser-induced retinal damage. On the other hand, rabbit model showed hypoxia-dependent gene expression changes in RVO sample, but not in control group. These result indicated that the rabbit model is more appropriate as an evaluation system for the pathogenesis of RVO than other animal models.

In the ischemic retina, nutrients and oxygen are deficient, resulting in irreversible damage to retinal neurons. REST corepressor complex-dependent regulation of gene expression contributes to ischemia-induced neural insults [35]. This complex binds to the Neuron Restrictive Silencer Element (NRSE)/ repressor element 1(RE1) site present in the promoter regions of target genes, resulting in silencing of gene expression. Our analysis identified that *Rest* was upregulated in rabbit RVO, and that *Nfeh* and *Gria2*, target genes of the REST corepressor complex, were downregulated in rabbit RVO (S1 Table). Furthermore, the homology of these genes between rabbit and human has been confirmed. Taken together, these findings suggested that retinal ischemia could cause epigenetic modifications. A prior study using primary retinal ganglion cells (RGCs) derived from rats reported that sequestration of REST by a plasmid containing the NRSE/RE1 element enhances RGC neurite outgrowth [54]. However, the relationship between REST and retinal ischemia, especially in relation to epigenetic modifications, remains incompletely understood. The findings of the present study provide insights into the molecular pathology of rabbit RVO, and its similarity to other RVO models and human ischemic retinal disease.

VEGF drives the pathology of many retinal ischemic diseases. Retinal ischemia induces VEGF expression, driving pathological angiogenesis and increasing vascular permeability [6, 7]. In the present study, we determined that 7 days after induction of retinal ischemia with RVO, *Vegfa* mRNA levels were maximal, suggesting that the ischemic response was maximal at this time point. We therefore used day 7 RVO samples for microarray analysis (Fig 1C).

Pathview analysis revealed that expression levels of VEGF target genes were upregulated in rabbit RVO (Fig 3B). Among pathways downstream of VEGF, genes involved in the PI3K-Akt pathway, which regulates vascular permeability, were significantly upregulated (Table 1). In addition to the microarray analysis findings in the present study, our prior study demonstrated that photocoagulation of the ischemic region in the rabbit RVO model significantly decreased retinal VEGF levels [20]. These findings underscore the similarity of the rabbit RVO model to human disease, suggesting that this ischemic model could be used for the study of angiogenic regulators.

In addition, genes related to migration of vascular endothelial cells, such as the PI3K pathway, including *Osmr* (Table 1), *Pxn* (Fig 3B), and *Mmp* genes (S1 Table), were upregulated in rabbit RVO retinas. MMP12 belongs to the superfamily of macrophage-secreted matrix metalloproteinases (MMPs), and is related to induction of retinal angiogenesis [55]. Vascular endothelial cell migration is an essential process of angiogenesis, and induction of these genes in the rabbit RVO model is a notable finding because it emphasizes the validity of this model as an ischemic model. Interestingly, prior studies have reported that the promoter region of *Pxn* contains binding sequences for the transcription factors NF-κB, STAT3, and AP-1 [56, 57]. Expression of these transcription factors was markedly increased in the rabbit RVO model (Fig 3). Although microarray analysis is only capable of measuring transcript levels, our findings were consistent with prior studies of other related models, supporting the relevance of our experimental system.

In addition to angiogenic factors, inflammatory mediators were also upregulated in rabbit RVO retinas (Tables 1 and 2). However, because RVO is induced by photocoagulation of Rose Bengal, the off-target effects of laser irradiation independent of ischemia on the retina must be carefully considered. Importantly, a prior study of a mouse RVO model demonstrated that laser damage induces a robust inflammatory response independent of retinal ischemia [53]. On the other hand, proteomic studies of a porcine RVO model failed to demonstrate that laser damage alone activated an inflammatory response in this context, suggesting that the effects of laser damage on inflammation are species- and model-dependent [58]. However, these reports concluded that the ratio of the laser irradiation site to the hypoxic area is important for laser damage-induced inflammation, and that the use of larger animals such as rats, pigs, and rabbits could reduce the artifacts generated by laser irradiation independent of ischemia. Furthermore, when we collected samples for analysis, the laser-irradiated area was excluded. Therefore, the direct effects of laser damage can be excluded from the results of the present study. Even considering the potential unexpected indirect effects of laser irradiation, our results suggested that retinal ischemia induced the inflammatory response independent of laser irradiation damage.

The present study is the first to demonstrate that transcription of angiogenic and pro-inflammatory mediators was increased in the rabbit RVO model. Microarray analysis targeting homologs and subsequent pathway analysis is an effective method to compare the pathology of experimental disease models with human disease. The results of these analyses strongly suggested that the rabbit RVO model is a valid model of retinal ischemic disease, and poses the additional advantage of relative ease of surgical manipulation. We expect that novel approaches to treatment of retinal ischemic disease could be developed using the rabbit RVO model.

## Supporting information

S1 Table List of significantly altered genes.

S2 Table Expression change rankings for each gene set.

## References

[1] DuhEJ, SunJK, StittAW. Diabetic retinopathy: current understanding, mechanisms, and treatment strategies. JCI Insight. 2017;2(14). Epub 2017/07/21. 10.1172/jci.insight.93751 .28724805PMC5518557

[2] ShahPK, PrabhuV, KarandikarSS, RanjanR, NarendranV, KalpanaN. Retinopathy of prematurity: Past, present and future. World J Clin Pediatr. 2016;5(1):35–46. Epub 2016/02/11. 10.5409/wjcp.v5.i1.35 .26862500PMC4737691

[3] DioumEM, ClarkeSL, DingK, RepaJJ, GarciaJA. HIF-2alpha-haploinsufficient mice have blunted retinal neovascularization due to impaired expression of a proangiogenic gene battery. Invest Ophthalmol Vis Sci. 2008;49(6):2714–20. Epub 2008/02/19. 10.1167/iovs.07-1469 .18281611

[4] JiangJ, XiaXB, XuHZ, XiongY, SongWT, XiongSQ, et al Inhibition of retinal neovascularization by gene transfer of small interfering RNA targeting HIF-1alpha and VEGF. J Cell Physiol. 2009;218(1):66–74. Epub 2008/09/04. 10.1002/jcp.21566 .18767037

[5] MajmundarAJ, WongWJ, SimonMC. Hypoxia-inducible factors and the response to hypoxic stress. Mol Cell. 2010;40(2):294–309. Epub 2010/10/23. 10.1016/j.molcel.2010.09.022 .20965423PMC3143508

[6] BoultonM, ForemanD, WilliamsG, McLeodD. VEGF localisation in diabetic retinopathy. Br J Ophthalmol. 1998;82(5):561–8. Epub 1998/08/26. 10.1136/bjo.82.5.561 .9713066PMC1722605

[7] BhisitkulRB. Vascular endothelial growth factor biology: clinical implications for ocular treatments. Br J Ophthalmol. 2006;90(12):1542–7. Epub 2006/11/23. 10.1136/bjo.2006.098426 .17114590PMC1857529

[8] MiyamotoK, KhosrofS, BursellSE, RohanR, MurataT, ClermontAC, et al Prevention of leukostasis and vascular leakage in streptozotocin-induced diabetic retinopathy via intercellular adhesion molecule-1 inhibition. Proc Natl Acad Sci U S A. 1999;96(19):10836–41. Epub 1999/09/15. 10.1073/pnas.96.19.10836 .10485912PMC17969

[9] WangJ, XuX, ElliottMH, ZhuM, LeYZ. Muller cell-derived VEGF is essential for diabetes-induced retinal inflammation and vascular leakage. Diabetes. 2010;59(9):2297–305. Epub 2010/06/10. 10.2337/db09-1420 .20530741PMC2927953

[10] KreutzerTC, AlgeCS, WolfAH, KookD, BurgerJ, StraussR, et al Intravitreal bevacizumab for the treatment of macular oedema secondary to branch retinal vein occlusion. Br J Ophthalmol. 2008;92(3):351–5. Epub 2008/01/24. 10.1136/bjo.2007.123513 .18211925

[11] KriechbaumK, MichelsS, PragerF, GeorgopoulosM, FunkM, GeitzenauerW, et al Intravitreal Avastin for macular oedema secondary to retinal vein occlusion: a prospective study. Br J Ophthalmol. 2008;92(4):518–22. Epub 2008/01/24. 10.1136/bjo.2007.127282 .18211942

[12] HigashiyamaT, SawadaO, KakinokiM, SawadaT, KawamuraH, OhjiM. Prospective comparisons of intravitreal injections of triamcinolone acetonide and bevacizumab for macular oedema due to branch retinal vein occlusion. Acta Ophthalmol. 2013;91(4):318–24. Epub 2011/12/03. 10.1111/j.1755-3768.2011.02298.x .22132711

[13] StahlA, LeporeD, FielderA, FleckB, ReynoldsJD, ChiangMF, et al Ranibizumab versus laser therapy for the treatment of very low birthweight infants with retinopathy of prematurity (RAINBOW): an open-label randomised controlled trial. Lancet. 2019;394(10208):1551–9. Epub 2019/09/17. 10.1016/S0140-6736(19)31344-3 .31522845PMC12316478

[14] AveryRL, CastellarinAA, SteinleNC, DhootDS, PieramiciDJ, SeeR, et al SYSTEMIC PHARMACOKINETICS AND PHARMACODYNAMICS OF INTRAVITREAL AFLIBERCEPT, BEVACIZUMAB, AND RANIBIZUMAB. Retina. 2017;37(10):1847–58. Epub 2017/01/21. 10.1097/IAE.0000000000001493 .28106709PMC5642319

[15] SaifMW, MehraR. Incidence and management of bevacizumab-related toxicities in colorectal cancer. Expert Opin Drug Saf. 2006;5(4):553–66. Epub 2006/06/16. 10.1517/14740338.5.4.553 .16774493

[16] WuWC, LienR, LiaoPJ, WangNK, ChenYP, ChaoAN, et al Serum levels of vascular endothelial growth factor and related factors after intravitreous bevacizumab injection for retinopathy of prematurity. JAMA Ophthalmol. 2015;133(4):391–7. Epub 2015/01/09. 10.1001/jamaophthalmol.2014.5373 .25569026

[17] SprangerJ, HammesHP, PreissnerKT, SchatzH, PfeifferAF. Release of the angiogenesis inhibitor angiostatin in patients with proliferative diabetic retinopathy: association with retinal photocoagulation. Diabetologia. 2000;43(11):1404–7. Epub 2000/12/29. 10.1007/s001250051546 .11126410

[18] StefanssonE. The therapeutic effects of retinal laser treatment and vitrectomy. A theory based on oxygen and vascular physiology. Acta Ophthalmol Scand. 2001;79(5):435–40. Epub 2001/10/12. 10.1034/j.1600-0420.2001.790502.x .11594975

[19] SpaideRF. Prospective study of peripheral panretinal photocoagulation of areas of nonperfusion in central retinal vein occlusion. Retina. 2013;33(1):56–62. Epub 2012/12/28. 10.1097/IAE.0b013e3182641875 .23269405

[20] GozawaM, TakamuraY, MiyakeS, MatsumuraT, MoriokaM, YamadaY, et al Photocoagulation of the Retinal Nonperfusion Area Prevents the Expression of the Vascular Endothelial Growth Factor in an Animal Model. Invest Ophthalmol Vis Sci. 2017;58(13):5946–53. Epub 2017/11/04. 10.1167/iovs.17-22739 .29098298

[21] CuiJZ, WangXF, HsuL, MatsubaraJA. Inflammation induced by photocoagulation laser is minimized by copper chelators. Lasers Med Sci. 2009;24(4):653–7. Epub 2008/06/21. 10.1007/s10103-008-0577-8 .18566852PMC3947381

[22] KhayatM, LoisN, WilliamsM, StittAW. Animal Models of Retinal Vein Occlusion. Invest Ophthalmol Vis Sci. 2017;58(14):6175–92. Epub 2017/12/10. 10.1167/iovs.17-22788 .29222552

[23] LarssonJ, CarlsonJ, OlssonSB. Ultrasound enhanced thrombolysis in experimental retinal vein occlusion in the rabbit. Br J Ophthalmol. 1998;82(12):1438–40. Epub 1999/02/04. 10.1136/bjo.82.12.1438 .9930279PMC1722462

[24] RowleySA, VijayasekaranS, YuPK, McAllisterIL, YuDY. Retinal toxicity of intravitreal tenecteplase in the rabbit. Br J Ophthalmol. 2004;88(4):573–8. Epub 2004/03/20. 10.1136/bjo.2003.027466 .15031179PMC1772065

[25] NguyenVP, LiY, ZhangW, WangX, PaulusYM. High-resolution multimodal photoacoustic microscopy and optical coherence tomography image-guided laser induced branch retinal vein occlusion in living rabbits. Sci Rep. 2019;9(1):10560 Epub 2019/07/25. 10.1038/s41598-019-47062-2 .31332266PMC6646378

[26] AmeriH, RatanapakornT, RaoNA, ChaderGJ, HumayunMS. Natural course of experimental retinal vein occlusion in rabbit; arterial occlusion following venous photothrombosis. Graefes Arch Clin Exp Ophthalmol. 2008;246(10):1429–39. Epub 2008/07/22. 10.1007/s00417-008-0878-4 .18642023

[27] KakimotoH, TakamuraY, ArimuraS, MiyakeS, MatsumuraT, GozawaM, et al Effect of 0.05% Difluprednate Ophthalmic Emulsion on Proinflammatory Cytokine Levels After Retinal Laser Photocoagulation in Rabbits. J Ocul Pharmacol Ther. 2018;34(5):410–5. Epub 2018/05/31. 10.1089/jop.2017.0109 .29812993

[28] KanadaF, TakamuraY, MiyakeS, KamataK, InamiM, InataniM, et al Histone acetyltransferase and Polo-like kinase 3 inhibitors prevent rat galactose-induced cataract. Sci Rep. 2019;9(1):20085 Epub 2019/12/29. 10.1038/s41598-019-56414-x .31882756PMC6934598

[29] HuttenlocherA, WerbZ, TrembleP, HuhtalaP, RosenbergL, DamskyCH. Decorin regulates collagenase gene expression in fibroblasts adhering to vitronectin. Matrix Biol. 1996;15(4):239–50. Epub 1996/09/01. 10.1016/s0945-053x(96)90115-8 .8892224

[30] SchonherrE, SchaeferL, O’ConnellBC, KresseH. Matrix metalloproteinase expression by endothelial cells in collagen lattices changes during co-culture with fibroblasts and upon induction of decorin expression. J Cell Physiol. 2001;187(1):37–47. Epub 2001/03/10. 10.1002/1097-4652(2001)9999:9999<::AID-JCP1048>3.0.CO;2-W .11241347

[31] GrantDS, YeniseyC, RoseRW, TootellM, SantraM, IozzoRV. Decorin suppresses tumor cell-mediated angiogenesis. Oncogene. 2002;21(31):4765–77. Epub 2002/07/09. 10.1038/sj.onc.1205595 .12101415

[32] SchonherrE, SunderkotterC, SchaeferL, ThanosS, GrasselS, OldbergA, et al Decorin deficiency leads to impaired angiogenesis in injured mouse cornea. J Vasc Res. 2004;41(6):499–508. Epub 2004/11/06. 10.1159/000081806 .15528932

[33] ChuiA, MurthiP, GunatillakeT, BrenneckeSP, IgnjatovicV, MonaglePT, et al Altered decorin leads to disrupted endothelial cell function: a possible mechanism in the pathogenesis of fetal growth restriction? Placenta. 2014;35(8):596–605. Epub 2014/06/21. 10.1016/j.placenta.2014.05.009 .24947404

[34] JarvelainenH, SainioA, WightTN. Pivotal role for decorin in angiogenesis. Matrix Biol. 2015;43:15–26. Epub 2015/02/11. 10.1016/j.matbio.2015.01.023 .25661523PMC4560244

[35] NohKM, HwangJY, FollenziA, AthanasiadouR, MiyawakiT, GreallyJM, et al Repressor element-1 silencing transcription factor (REST)-dependent epigenetic remodeling is critical to ischemia-induced neuronal death. Proc Natl Acad Sci U S A. 2012;109(16):E962–71. Epub 2012/03/01. 10.1073/pnas.1121568109 .22371606PMC3341013

[36] BorrelliE, NestlerEJ, AllisCD, Sassone-CorsiP. Decoding the epigenetic language of neuronal plasticity. Neuron. 2008;60(6):961–74. Epub 2008/12/27. 10.1016/j.neuron.2008.10.012 .19109904PMC2737473

[37] HeinrichPC, BehrmannI, HaanS, HermannsHM, Müller-NewenG, SchaperF. Principles of interleukin (IL)-6-type cytokine signalling and its regulation. Biochem J. 2003;374(Pt 1):1–20. Epub 2003/05/30. 10.1042/BJ20030407 .12773095PMC1223585

[38] YangXM, WangYS, ZhangJ, LiY, XuJF, ZhuJ, et al Role of PI3K/Akt and MEK/ERK in mediating hypoxia-induced expression of HIF-1alpha and VEGF in laser-induced rat choroidal neovascularization. Invest Ophthalmol Vis Sci. 2009;50(4):1873–9. Epub 2008/12/23. 10.1167/iovs.08-2591 .19098317

[39] KinsellaRJ, KahariA, HaiderS, ZamoraJ, ProctorG, SpudichG, et al Ensembl BioMarts: a hub for data retrieval across taxonomic space. Database (Oxford). 2011;2011:bar030 Epub 2011/07/26. 10.1093/database/bar030 .21785142PMC3170168

[40] CunninghamF, AchuthanP, AkanniW, AllenJ, AmodeMR, ArmeanIM, et al Ensembl 2019. Nucleic Acids Res. 2019;47(D1):D745–d51. Epub 2018/11/09. 10.1093/nar/gky1113 .30407521PMC6323964

[41] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545–50. Epub 2005/10/04. 10.1073/pnas.0506580102 .16199517PMC1239896

[42] WongM, LiY, LiS, ZhangS, LiW, ZhangP, et al Therapeutic Retrobulbar Inhibition of STAT3 Protects Ischemic Retina Ganglion Cells. Mol Neurobiol. 2015;52(3):1364–77. Epub 2014/10/26. 10.1007/s12035-014-8945-9 .25344318

[43] ValleML, DworshakJ, SharmaA, IbrahimAS, Al-ShabraweyM, SharmaS. Inhibition of interleukin-6 trans-signaling prevents inflammation and endothelial barrier disruption in retinal endothelial cells. Exp Eye Res. 2019;178:27–36. Epub 2018/09/22. 10.1016/j.exer.2018.09.009 .30240585PMC6361696

[44] FengS, YuH, YuY, GengY, LiD, YangC, et al Levels of Inflammatory Cytokines IL-1beta, IL-6, IL-8, IL-17A, and TNF-alpha in Aqueous Humour of Patients with Diabetic Retinopathy. J Diabetes Res. 2018;2018:8546423 Epub 2018/06/01. 10.1155/2018/8546423 .29850610PMC5904804

[45] ChengSC, HuangWC, JHSP, WuYH, ChengCY. Quercetin Inhibits the Production of IL-1beta-Induced Inflammatory Cytokines and Chemokines in ARPE-19 Cells via the MAPK and NF-kappaB Signaling Pathways. Int J Mol Sci. 2019;20(12). Epub 2019/06/20. 10.3390/ijms20122957 .31212975PMC6628093

[46] LuoW, BrouwerC. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. Bioinformatics. 2013;29(14):1830–1. Epub 2013/06/07. 10.1093/bioinformatics/btt285 .23740750PMC3702256

[47] LambJ, CrawfordED, PeckD, ModellJW, BlatIC, WrobelMJ, et al The Connectivity Map: using gene-expression signatures to connect small molecules, genes, and disease. Science. 2006;313(5795):1929–35. Epub 2006/09/30. 10.1126/science.1132939 .17008526

[48] KisselevAF, GoldbergAL. Proteasome inhibitors: from research tools to drug candidates. Chem Biol. 2001;8(8):739–58. Epub 2001/08/22. 10.1016/s1074-5521(01)00056-4 .11514224

[49] LaiCY, YehDW, LuCH, LiuYL, HuangLR, KaoCY, et al Identification of Thiostrepton as a Novel Inhibitor for Psoriasis-like Inflammation Induced by TLR7-9. J Immunol. 2015;195(8):3912–21. Epub 2015/09/16. 10.4049/jimmunol.1500194 .26371257

[50] KwokBH, KohB, NdubuisiMI, ElofssonM, CrewsCM. The anti-inflammatory natural product parthenolide from the medicinal herb Feverfew directly binds to and inhibits IkappaB kinase. Chem Biol. 2001;8(8):759–66. Epub 2001/08/22. 10.1016/s1074-5521(01)00049-7 .11514225

[51] ZengY, CaoD, YuH, ZhuangX, YangD, HuY, et al Comprehensive analysis of vitreous chemokines involved in ischemic retinal vein occlusion. Mol Vis. 2019;25:756–65. Epub 2019/12/10. .31814701PMC6857774

[52] EhlkenC, GrundelB, MichelsD, JunkerB, StahlA, SchlunckG, et al Increased expression of angiogenic and inflammatory proteins in the vitreous of patients with ischemic central retinal vein occlusion. PLoS One. 2015;10(5):e0126859 Epub 2015/05/16. 10.1371/journal.pone.0126859 .25978399PMC4433200

[53] MartinG, ConradD, CakirB, SchlunckG, AgostiniHT. Gene expression profiling in a mouse model of retinal vein occlusion induced by laser treatment reveals a predominant inflammatory and tissue damage response. PLoS One. 2018;13(3):e0191338 Epub 2018/03/13. 10.1371/journal.pone.0191338 .29529099PMC5846732

[54] KochJC, BarskiE, LingorP, BahrM, MichelU. Plasmids containing NRSE/RE1 sites enhance neurite outgrowth of retinal ganglion cells via sequestration of REST independent of NRSE dsRNA expression. Febs j. 2011;278(18):3472–83. Epub 2011/07/28. 10.1111/j.1742-4658.2011.08269.x .21790997

[55] LiJ, WangJJ, PengQ, ChenC, HumphreyMB, HeineckeJ, et al Macrophage metalloelastase (MMP-12) deficiency mitigates retinal inflammation and pathological angiogenesis in ischemic retinopathy. PLoS One. 2012;7(12):e52699 Epub 2013/01/04. 10.1371/journal.pone.0052699 .23285156PMC3527600

[56] ZhangLL, MuGG, DingQS, LiYX, ShiYB, DaiJF, et al Phosphatase and Tensin Homolog (PTEN) Represses Colon Cancer Progression through Inhibiting Paxillin Transcription via PI3K/AKT/NF-κB Pathway. J Biol Chem. 2015;290(24):15018–29. Epub 2015/04/16. 10.1074/jbc.M115.641407 .25873394PMC4463446

[57] López-ColoméAM, Lee-RiveraI, Benavides-HidalgoR, LópezE. Paxillin: a crossroad in pathological cell migration. J Hematol Oncol. 2017;10(1):50 Epub 2017/02/20. 10.1186/s13045-017-0418-y .28214467PMC5316197

[58] CehofskiLJ, KruseA, KjaergaardB, StensballeA, HonoreB, VorumH. Proteins involved in focal adhesion signaling pathways are differentially regulated in experimental branch retinal vein occlusion. Exp Eye Res. 2015;138:87–95. Epub 2015/06/19. 10.1016/j.exer.2015.06.011 .26086079

How the deposited data were processed for this re-analysis (not part of the article)

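Retinal RNA of the control and the RVO condition at day 7 was measured on 1 array each. The deposited values are log2 signals that the authors made by RMA in R, as the methods state, from Rabbit Gene 1.0 ST arrays. The annotation used in that step is not given in the sources used here. The deposited log2 values were used as they stand. All 26193 probe sets were read, and names came from the platform annotation, in which 15816 probe sets have 1 symbol, 376 have several and 10001 have none. A symbol repeated for the same probe set counted as 1. Of the named probe sets, 98.3% have a gene identifier in the RefSeq gene table of assembly mOryCun1.1, which was used for older symbols only and matched 1 list member. No coordinates are given, since the genome build of the array is not given in the sources used here.

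The filter and the threshold follow the methods: genes without a name and genes whose higher log2 signal was under 5.00 were left out, which kept 12724 genes, and a gene was counted when its log2 difference, RVO minus control, was over 1 in size, a fold of 2. A gene with several probe sets was read from the one with the highest mean signal, a choice made here since the methods state no rule. There is 1 array per condition, so the precision is limited by the number of arrays, no difference was tested across animals and no p-value was computed. The paper names the contralateral eyes as controls for the model, but the sources used here do not say whether the arrays hold 1 animal or a pool.

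Of the 520 rows of S1 Table, 518 have the control and RVO values of exactly 1 probe set, at the decimals printed, and 2 have none. These 2 have the mean of all probe sets of their gene, which was an alternative here and not the main setting. Of those 518 probe sets, 478 carry the same symbol here, 11 carry no symbol, 3 carry several and 26 carry another symbol. No gene without a named probe set is given a value.

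There were 40 gene lists for cell types and pathways and the 3 hallmark sets of S2 Table. S1 Table and S2 Table had been read when the lists and the rule for named genes were written, and the deposited values had not. The genes named are those the paper names for the arrays, of which some are not reported here, the 10 highest and the 10 lowest differences, and the 4 members of each list with the largest differences. The median of a list was placed among 10000 random lists of the same size, matched in 10 groups of mean signal. Enrichment scores are running sums weighted by the log2 difference. Intervals over list members come from 10000 bootstrap draws and describe the list, not animals. Alternatives set before the data were examined were centring on the median of all probe sets, removal of a trend with signal by lowess with a span of 0.3, repeated quantile normalization, no signal filter, a filter at 6, other choices among probe sets, a fold of 3, counting of probe sets, lists without members printed in S1 Table, counts without muscle and lens genes, and unweighted scores.

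The steps were tested on simulated data for the comparison of the RVO array with the control array: of 200 of 12724 genes given a log2 change of 2, 100% passed 2-fold, and 0 unchanged genes did at a noise SD of 0.257. Every gene had the same normal noise, with no added noise at low signal and none between animals. The result follows from these settings, checks the code only and gives no rate of false calls for the real arrays. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The RT-qPCR and angiography of the study were not analysed here.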

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

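The test for skeletal muscle RNA and both tests for smooth muscle were chosen after the values were seen, as was the limit by which the trend in ganglion cell genes is read. The results below are for gene lists and single items that the paper's text does not take up as such, although it names some of the members. Each lies in the single RVO array, where condition, laser treatment, animal, dissection and array cannot be separated. Whether RVO itself is the cause was not tested.

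Skeletal muscle contractile genes had a median log2 difference of 2.25, and Table 2 of the paper lists a myogenesis set that the text does not discuss. With the trend with signal removed the median was 2.31 (bootstrap interval 1.39 to 2.82). RMA had given both arrays the same distribution, and little trend was left to remove. Median differences were -0.09 for genes with a mean signal under 6 and -0.05 at 10 or more. The check therefore shows only that a smooth trend is too small to account for the list. RNA from skeletal muscle in the RVO sample may be a source and stays open: 73.3% of the members past the filter were higher by over 2-fold, between the limits set for the test. These were 22 of 30 members, and the differences ranged from 4.36 for MYL1 to -0.08 for MYH13, with TTN at 2.67, the actin gene ACTA1 at 2.37 and CKM at 1.33 (genes chosen after their values were seen). Smooth muscle or myofibroblasts stay open too. The skeletal median exceeded the median of the list of pericytes and smooth muscle by 1.42 (interval -0.48 to 2.51), and 9 measured contractile genes of smooth muscle had a median of 0.28 (interval -0.18 to 1.17), with ACTA2 at 3.06 and MYLK at -0.31.

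CRYGS had a log2 difference of 4.47, the largest of all genes. The other 8 measured lens genes had a median of -0.15 (interval -0.23 to 0.04), under the limit set for RNA from lens fibres. Their log2 signals were low in both arrays, from 4.75 for CRYBB2 to 6.68 for CRYBB3, and only 9 of 20 listed lens genes were measured. They therefore cannot decide whether lens fibres are its source.

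Retinal ganglion cell genes were lower as a list. Removal of the trend with signal left the median at -0.63, beside -0.65 before (interval -1.10 to -0.44, under the limit set for a trend). Little trend was left to remove here too, so this shows only that a smooth trend is too small to be the whole cause. For the list median, dilution by RNA of other cells cannot be told apart from a change in these cells, because the rod median was -0.44 as well (interval -0.56 to -0.15). A common dilution would lower retinal genes alike. Yet 9 of 24 ganglion cell members and 1 of 41 amacrine, bipolar, rod and cone members were lower by over 2-fold. Medians were 0.03 for Müller glia and -0.01 for horizontal cells. Whether these lists differ was not tested. The 9 lower ganglion cell genes are all printed in S1 Table, which had been read when the lists were written. Removal of the tissue with myelinated fibres around the optic disc stays open, as the myelin list had a median of -0.39 (interval -0.61 to -0.05). The paper states that tissue hit by the laser was cut out before collection. It does not say whether control eyes were cut in the same way, or whether the tissue cut out held myelinated fibres.

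Medians were 1.08 for cell division, 1.79 for microglia and macrophages, 1.25 for reactive gliosis, 1.05 for complement and 1.27 for the interferon response. Among probe sets without a gene symbol, 85 were higher by over 2-fold and 80 were lower.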

How the results depend on the processing

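No paired analysis was possible because each condition has 1 array. With 1 array per condition no setting can show the spread between animals and the files give no background signal, so what signal over background limits is unknown. The counts of 445 higher and 61 lower genes stayed within 1.5 times under every alternative except the 3-fold threshold, with 388 to 481 higher and 50 to 73 lower. At 3-fold they were 194 and 8, by construction. Of the 506 genes beyond 2-fold, 488 to 506 were shared by centring, removal of the trend, repeated quantile normalization, no filter and the other choices among probe sets of a gene, and 444 by the filter at 6.00. Centring and repeated quantile normalization moved none of the list medians by more than the pooled SD of 0.19. Centring adds the same 0.05 to every difference, and RMA had already given both arrays the same distribution. Large shifts were thus hardly possible under these settings, so they say little about how stable the medians are.

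Leaving out the members printed in S1 Table removes genes beyond 2-fold by construction. List medians were then 0.42 for skeletal muscle, 0.81 for microglia and macrophages, 0.20 for reactive gliosis, -0.056 for vascular endothelium, 0.33 for pericytes and smooth muscle, 0.42 for fibroblasts, 0.37 for cell division, 0.75 for interferon response, 0.14 for TNF pathway output genes, -0.020 for chemokines, 0.14 for JAK-STAT, 0.15 for Toll-like receptors, 0.73 for complement, 0.51 for antigen presentation, 0.28 for focal adhesion, 0.11 for hallmark angiogenesis and -0.0012 for hallmark hypoxia, so that vascular endothelium, chemokines and hypoxia turned sign. A filter at 6.00 leaves fewer genes. Medians were then 2.65 for skeletal muscle, 0.18 for lens, 0.46 for vascular endothelium, 1.48 for pericytes and smooth muscle and 1.29 for cell division. They were 0.40 for other HIF-1 targets, 0.67 for TNF pathway output genes, 1.47 for chemokines, 1.16 for antigen presentation and 0.68 for metalloproteinases. That filter left only Cxcr1 of the neutrophil list, at 1.12, and only Hp and Hbb2 of blood and plasma, at a median of 1.65. With no filter the list medians were 0.49 for pericytes and smooth muscle, 0.14 for TNF pathway output genes, 0.093 for chemokines and 0.18 for immediate early genes. With the trend removed vascular endothelium had 0.34, and with the probe set of lowest signal pericytes and smooth muscle had 0.46; the cause was not tested. Unweighted enrichment scores were 0.517 for angiogenesis, 0.228 for hypoxia and 0.354 for inflammatory response, beside weighted scores of 0.819, 0.557 and 0.703. The weighted scores thus depend on the members with large differences. Of 99 named genes beyond 2-fold, 97 to 99 stayed beyond it in the same direction under each alternative that kept all 178 named genes.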

Differences from the paper's values

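None of the values that the paper states in its text, prints for its named genes in S1 Table and S2 Table or plots as enrichment scores in Fig. 2 differed from the values here by more than the limits set, which were 1.5 times for counts, folds and scores and the pooled SD of 0.19 for log2 differences, under the main setting. The paper's values come from the same 2 arrays, and 518 of the 520 rows of S1 Table print the values of exactly 1 deposited probe set. The closeness of the printed values therefore follows from their origin and is no separate check of them. The paper's counts are 13563 genes evaluated, 456 upregulated and 64 downregulated, beside 12724, 445 and 61 here at the same filter and threshold.

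The paper states that Icam-1 was upregulated in the microarray, and its log2 difference was 0.46. Tnfaip6, Ccl2, Cxcl10 and Stat3 were beyond 2-fold. The paper states that Jun and Fos were markedly upregulated in the hypoxia set, and they differed by 0.78 and 0.73, while Dcn and Adm differed by 4.00 and 1.40. The paper names Ccl1 among upregulated chemokines, and it lay under the signal filter in both arrays with a difference of 0.03, while Cxcl10 was higher by 1.47. The paper names a transporter gene as downregulated in a spelling between Slc7a6 and Slc17a6, which differed by -0.06 and -2.22. The paper's Table 2 lists a hallmark glycolysis set as upregulated, and the 17 glycolytic genes under HIF-1 listed here had a median of -0.37; the members of the hallmark set were not used here.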

Other observations

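Genes of reactive gliosis, the response of retinal glia to injury, were higher in the RVO array: 9 of 15 measured members were higher by over 2-fold and none was lower, with a median of 1.25 at percentile 100, or 0.20 without the members printed in S1 Table. The copper protein Cp was higher by 2.82, Timp1 by 2.68, Cd44 by 2.19 and Chi3l1 by 2.16. Among 12 genes of Müller glia the retinoid-binding protein Rlbp1 differed by -0.67 and the glutamate transporter Slc1a3 by 0.61.

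Of 10 measured genes of vascular endothelium, 2 were higher by over 2-fold, Icam2 at 1.26 and Pecam1 at 1.03, and the median was 0.15 at percentile 96.0, with values from -0.06 to 0.46 under the alternatives. Of 8 genes of pericytes and smooth muscle, 4 were higher by over 2-fold, with a median of 0.83 at percentile 100 and values from 0.33 to 1.48 under the alternatives. They were Acta2 at 3.06, Des at 2.78, Abcc9 at 1.78 from a control signal of 4.73, and Tagln at 1.17, of which Tagln had 0.81 as the mean of its probe sets and 0.44 in the probe set of lowest signal. Des is also expressed in skeletal muscle. The 3 measured genes of blood and plasma were haptoglobin (Hp) at 3.65, Hbb2 at -0.34 and Alas2 at -0.24. Their median was -0.24, or -0.14 with the trend with signal removed. A filter at 6.00 left only Hp and Hbb2, at a median of 1.65. The 9 lens genes had a median of -0.14 with Crygs included, which turned to 0.02 with the trend with signal removed and to 0.18 with a filter at 6.00. The 8 neutrophil genes had a median of -0.02, or -0.10 without the members printed in S1 Table. It turned to 0.03 with the arrays centred on the median of all probe sets and to 0.07 with the trend removed. A filter at 6.00 left only Cxcr1 of these genes, at 1.12, so that value does not describe the list. The 9 genes of the VEGF family and its receptors had a median of 0.14 at percentile 94.6.

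In the arrays Vegfa had a log2 signal of 8.78 in the control and 8.81 in the RVO sample, a difference of 0.03. By RT-qPCR the paper reports a significant increase of Vegfa at day 7, which the arrays do not show. The RT-qPCR used other measurements, which were not analysed here. The probe set without a symbol that was highest, 19853833, had 0.90 and 6.16, and the lowest, 19720975, had 6.37 and 3.22; both were chosen after their values were seen.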
